# Particulate matter 10 exposure affects intestinal functionality in both inflamed 2D intestinal epithelial cell and 3D intestinal organoid models

**DOI:** 10.3389/fimmu.2023.1168064

**Published:** 2023-06-26

**Authors:** Ye Seul Son, Naeun Son, Won Dong Yu, Aruem Baek, Young-Jun Park, Moo-Seung Lee, Seon-Jin Lee, Dae-Soo Kim, Mi-Young Son

**Keywords:** human intestinal epithelium, human intestinal organoid, particulate matter 10, inflammation, calcium signaling, absorptive function

## Abstract

**Background:**

A growing body of evidence suggests that particulate matter (PM10) enters the gastrointestinal (GI) tract directly, causing the GI epithelial cells to function less efficiently, leading to inflammation and an imbalance in the gut microbiome. PM10 may, however, act as an exacerbation factor in patients with inflamed intestinal epithelium, which is associated with inflammatory bowel disease.

**Objective:**

The purpose of this study was to dissect the pathology mechanism of PM10 exposure in inflamed intestines.

**Methods:**

In this study, we established chronically inflamed intestinal epithelium models utilizing two-dimensional (2D) human intestinal epithelial cells (hIECs) and 3D human intestinal organoids (hIOs), which mimic *in vivo* cellular diversity and function, in order to examine the deleterious effects of PM10 in human intestine-like *in vitro* models.

**Results:**

Inflamed 2D hIECs and 3D hIOs exhibited pathological features, such as inflammation, decreased intestinal markers, and defective epithelial barrier function. In addition, we found that PM10 exposure induced a more severe disturbance of peptide uptake in inflamed 2D hIECs and 3D hIOs than in control cells. This was due to the fact that it interferes with calcium signaling, protein digestion, and absorption pathways. The findings demonstrate that PM10-induced epithelial alterations contribute to the exacerbation of inflammatory disorders caused by the intestine.

**Conclusions:**

According to our findings, 2D hIEC and 3D hIO models could be powerful *in vitro* platforms for the evaluation of the causal relationship between PM exposure and abnormal human intestinal functions.

## 1 Introduction

Since the 1990s, air pollution has intensified globally, and continuous exposure to ambient air pollution can affect mortality risks and morbidity outcomes (1). Particulate matter (PM) is among the most significant air pollutants because it contains organic chemicals, metals, acids, and dust particles (2). It is widely recognized as a major environmental contributor to the global disease burden (3). Based on the aerodynamic diameter of the particles, PM can be classified into coarse (PM10) and fine (PM2.5). In most cases, PM2.5 and PM10 are derived from emissions from different sources (4); PM2.5 is produced by the combustion of gasoline and diesel fuel. In contrast, PM10 is mainly produced by the combustion of agricultural waste, forest fires, construction sites, waste burning, industrial sources, wind-blown dust from open lands, and fragments of fungi and bacteria. In daily life, PM10 concentrations are generally higher than those of PM2.5 (5). Exposure to PM10 is known to trigger inflammation in various diseases, including respiratory diseases, cardiovascular diseases, and skin conditions (6–9).

Evidence from epidemiological studies has demonstrated that PM10 can be absorbed through the gastrointestinal (GI) tract either through direct ingestion of contaminated food or via indirect inhalation (10–12). Inhaled PM10 can be filtered out through mucociliary clearance, such as by coughing, or be transported via the mucus from the lower to the upper airway (13, 14). PM10 in the mucus layer can be swallowed and transported to the GI tract which leads to long-term retention and exposure to high concentrations of PM10. PM10 may also be directly ingested through the consumption of contaminated food or water. Western diets contain nearly 10^3^ particles of PM10, and that value can be used to estimate the amount ingested per day by an individual (15). It has been shown that short- and long-term exposure to PM10 is strongly associated with GI diseases such as appendicitis, gastroenteritis, oxidative stress-mediated hyper gut permeability, inflammatory bowel disease (IBD), Crohn’s disease (CD), and an altered gut microbiome (15–20). However, there are very few reports regarding differential pathological responses to PM10 in healthy controls and patients with intestinal inflammation. It has recently been reported that the co-treatment of PM (PM10, PM2.5) and inflammatory cytokines can enhance the secretion of pro-inflammatory cytokines in human primary olfactory mucosal cells (21). In addition, the underlying biological mechanisms of how PM10 exposure affects the intestine are not fully understood, which explains the lack of a relevant and reproducible *in vitro* intestinal model.

Chronic exposure to PM10 of Caco-2 (19) results in inflammatory responses and oxidative stress, followed by increased epithelial permeability. However, most of the studies were conducted in transformed epithelial cell lines as *in vitro* model systems and *in vivo* mouse models. Although, one recently published study showed that chronic PM exposure decreases the levels of intestinal barrier function-associated proteins in a commercially available epi intestinal tissue model (22). Commonly used *in vitro* intestinal cell models, including Caco-2 and HT29 cell lines derived from human colorectal adenocarcinoma, exhibit unicellular characteristics and altered expression of transporters, failing to recapitulate the functionality of the normal intestinal epithelium (23–25). Therefore, a normal intestine-relevant cell model is necessary for studying the cellular function or molecular mechanism of exposure to environmental toxins, including PM (23).

The necessity of appropriate *in vitro* models has triggered the advancement of intestinal differentiation methods derived from human pluripotent stem cells (hPSCs) (26–28). According to previous studies, hPSC-derived intestinal epithelium models, including 2-dimensional (2D) human intestinal epithelial cells (hIECs) (27) and *in vitro* mature 3D human intestinal organoids (hIOs) induced by interleukin-2 treatment (26) exhibit various intestinal cell types. These include enterocytes, goblet cells, paneth cells, and enteroendocrine cells, as well as cell-type-specific functionality. A variety of transporters can be displayed in these 2D and 3D intestinal epithelial models, including glucose transporters, fructose transporters, and peptide transporters (26, 27).

In this study, we aimed to generate 2D hIEC- and 3D hIO-based chronic inflammation models induced by pro-inflammatory cytokines interferon γ (IFNγ) and tumor necrosis factor α (TNFα), which faithfully recapitulate IBD. Furthermore, we investigated whether the cellular response to PM10 exposure can be influenced by differences in intestinal epithelial status between 2D and 3D normal and chronically inflamed intestinal epithelial cells by dissecting the molecular mechanisms underlying PM10 exposure.

## 2 Materials and methods

### 2.1 Culture and maintenance of hPSC

The human embryonic stem cells (hESCs) line H9 was purchased from WiCell Research Institute (Madison, WI, USA, WA09) and co-cultured with Mitomycin C-treated mouse embryonic fibroblasts (MMC-MEF, AG Scientific, M-1108). hESCs were maintained with hESC medium [Dulbecco’s modified Eagle’s medium (DMEM)/F12 (Gibco/Invitrogen, Carlsbad, CA, USA, 11330057), 1% penicillin/streptomycin (P/S; Gibco, 15140122), 1% GlutaMAX (Gibco, 35050061), 0.1% β-mercaptoethanol (Gibco, 21985023), 10% serum replacement (SR; Gibco, 10828028), and 8 ng/ml basic fibroblast growth factor (R&D Systems, Minneapolis, MN, USA, 4114-TC)]. The medium was replaced daily. Once a week, the cells were dissociated into small fragments and passaged. The hESCs and the animal experiment were approved by the Public Institutional Review Board designated by the Ministry of Health and Welfare (No. P01-201409-ES-01) and the Institutional Animal Care and Use Committee of the Korea Research Institute of Bioscience and Biotechnology (No: KRIBB-AEC-21245), respectively.

### 2.2 hPSC-derived 2D hIECs differentiation

For differentiation of hPSCs into hIECs (27), we initially induced the formation of the definitive endoderm (DE) by treating them with activin A (100 ng/ml; R&D Systems, 338-AC) for three days in RPMI 1640 medium (Gibco, 11875119). The cells were supplemented with 2 mM L-glutamine (Gibco, 25030081), 1% P/S, and increasing concentrations of 0, 0.2, or 2% fetal bovine serum (FBS; Thermo Fisher Scientific Inc. Waltham, MA, USA, 26140) on well-maintained hPSCs with more than 70% confluency. The DE cells were then further differentiated into hindgut (HG) by treatment with fibroblast growth factor 4 (FGF4, 250 ng/ml; Peprotech, Rocky Hill, NJ, USA, 235-F4) and CHIR99021 (1.2 μM; Tocris Bioscience, Minneapolis, MN, USA, 4423) in DMEM/F12 (Gibco) containing 2 mM L-glutamine, 1% P/S, and 2% FBS for four days. Subsequently, the HG cells were dissociated into single-cell suspension using 0.25% trypsin-EDTA (Gibco, 25200072) for 5 min at 37°C, neutralized with DMEM/F12 containing 2% FBS, and harvested. As the cell pellet was centrifuged for 5 min at 1250 rpm, it was resuspended and seeded onto a 1% Matrigel (Corning, NY, USA, 354234)-coated culture plate with hIEC differentiation medium 1 (hIEC medium 1) [DMEM/F12, epithelial growth factor (EGF, 100 ng/ml; R&D Systems, 236-EG), R-spondin1 (100 ng/ml; Peprotech, 120-38), insulin (5 μg/ml; Thermo Fisher Scientific Inc., A11382IJ), 1% N2 supplement (Thermo Fisher Scientific Inc., 17502048), 2 mM l-glutamine, 1% NEAA (Thermo Fisher Scientific Inc., 12587010), and 15 mM HEPES buffer (Thermo Fisher Scientific Inc., 15630080)]. These cells were considered hIEC progenitors, and hIEC medium 1 was replaced daily for seven days. For passaging, hIEC progenitors were dissociated by treatment with trypsin-EDTA for 5 min at 37°C. Following harvesting, hIEC progenitors were neutralized with DMEM/F12 containing 2% FBS and centrifuged for 5 min at 1250 rpm. We then resuspended the cell pellets in hIEC medium 1 and either seeded them onto 1% Matrigel-coated tissue culture plates at a passage ratio of 1:3 or preserved the cells in CryoStor CS10 freezing medium (Stemcell Technologies, Vancouver, Canada, ST07930). To differentiate the hIEC progenitors into functional hIECs, 1.34 x10^5^ cells/cm^2^ hIEC progenitors were passaged onto 1% Matrigel-coated Transwell inserts (Corning, 3460) in hIEC medium 1 containing 10 μM Y-27632 (Tocris, Bristol, UK, 1254). The cells were incubated until they reached near-confluence. Upon confluency, the medium was replated with hIEC differentiation medium (hIEC medium 2) [DMEM/F12, EGF (100ng/ml), Wnt-C59 (2 μM; Selleckchem, Huston, TX, USA, S7037), Valproic acid (VPA, 1 mM; Stemgent, Huston, TX, USA, 04-0007), 2% FBS, 2% B27 supplement, 1% N2 supplement, 2 mM L-glutamine, 1% NEAA, and 15 mM HEPES buffer] to induce differentiation into functional hIECs. Every alternate day, a new medium was used. To generate inflamed 2D hIECs, 10, 50, and 100 ng/ml IFNγ (R&D systems, 285-IF) and 10, 50, and 100 ng/ml TNFα (R&D systems, 210-TA) were differentiated from days 4 to 14. PM10 (Sigma-Aldrich, St. Louis, MO, USA, ERM^®^-CZ100) was administered between days 7 and 14. TEER values were measured using epithelial tissue volt/ohmmeter (EVOM2, WPI, Sarasota, FL, USA) following the manufacturer’s recommendations.

### 2.3 hPSC-derived 3D hIOs differentiation

The 3D hIOs derived from hPSCs were generated as described previously (28). The hPSCs were dissociated into clumps and seeded in Matrigel-coated dishes in mTeSR1 medium (Stemcell Technologies, ST85850). After the hPSCs reached 80–90% confluency, the culture medium was replaced with the DE induction medium [RPMI 1640 (Gibco) containing 1% P/S, 2 mM L-glutamine, 100 ng/ml Activin A (R&D Systems), and 0 – 2% FBS]. After three days, the cells were washed with RPMI 1640 medium, and the medium was replaced with a hindgut induction medium [DMEM/F12 containing 1% P/S, 2 mM L-glutamine, 3 μM CHIR99021, 250 ng/ml FGF4, and 2% FBS]. For a period of 4–6 days, the medium was replaced once every 48 h with fresh medium. Upon creation of the hindgut spheroids, they were collected, washed with advanced DMEM/F-12 (Thermo Fisher Scientific Inc., 12634028), and embedded in a Matrigel dome. The 3D hIOs were cultured in 3D hIOs medium [advanced DMEM/F-12, 1% P/S, 2 mM L-glutamine, 15 mM HEPES, 1× B27, 100 ng/ml EGF, 100 ng/ml noggin (R&D Systems, 6057-NG-01M), and 500 ng/ml R-spondin 1]. Passaging of the 3D hIOs took place every 10–14 days. To generate inflamed 3D hIOs, the 3D hIOs were treated with pro-inflammatory cytokines including 0.5, 1, 5, and 10 ng/ml IFNγ and 2, 20, 40, and 100 ng/ml TNFα after 3–4 days of passaging. PM10 was administered for the final seven days.

### 2.4 RNA preparation, cDNA synthesis, and quantitative real-time PCR

Total RNA was extracted from differentiated cells using a RNeasy Mini Kit (Qiagen, Hilden, Germany, 74106). After extraction, total RNA was reverse-transcribed using a Superscript IV First-Strand Synthesis System kit (Invitrogen, 18091200), in accordance with the manufacturer’s protocol. The PCR was conducted on a 7500 Fast Real-time PCR System (Applied Biosystems, Foster City, CA, USA, 4351107). The target gene expression was normalized to that of the internal control using GAPDH expression. **Supplementary Table 1** lists the primers used.

### 2.5 RNA-sequencing analysis

An Agilent 2100 Bioanalyzer system (Agilent Biotechnologies) was used to analyze RNA samples of high quality with an RNA integrity number (RIN) greater than 7.5. The RNA libraries were prepared according to the manufacturer’s protocols the using Illumina TruSeq library preparation kit (Illumina, San Diego, CA, USA). We performed RNA-seq on an Illumina NextSeq1000 (Illumina) using the standard Illumina RNA-Seq protocol, with a read length of 2 × 100 bases. In order to evaluate the sequence data, the NGSQCToolkit v.2.3.3 was used, and the adapters were removed using Cutadapt v.3.7 with the default settings. Low-quality sequences were trimmed using Sickle v.1.33, with a Phred quality threshold score of 20. A trimmed read that contained ambiguous characters (such as N) or was less than 50 bp, was excluded from the analysis. After preprocessing raw reads, clean reads were mapped to the reference genome (GRCh38) using HISAT2 v.2.2.1, with default parameter settings, and StringTie v.2.2.0 utilizing the reference annotation file to estimate gene and transcript expression levels. Using all protein-coding genes, the multidimensional scaling (MDS) analysis was performed to cluster the samples based on their overall similarity in gene expression patterns. Our objective was to determine whether it was possible to distinguish between phenotype classes based on gene expression patterns. In this analysis, log2(x+1) transformation values were used and rows with zero gene expression were removed from all samples. The MDS analysis of the pairwise distances of the samples was conducted with the help of the functions “cmdscale,” and “dist” (maximum distance measure) in the R v.4.0.2 statistical programming language and plotted using the R package. A Principal Component Analysis (PCA) was computed by eigendecomposing the covariance matrix to identify the principal components. The principal components have been calculated using the “prcomp” function in the R programming language. Spearman’s rank correlation coefficient (Spearman’s correlation) was used to analyze the statistical dependence between the rankings of the two independent samples. Spearman’s correlation was calculated using the “cor” function with ‘spearman’ method in R. In addition, Heatmap and hierarchical clustering were performed using the ‘heatmap.2’ function of the gplots package v.3.1.3 and the Maximum distance by the “hclust” function of the stats package v.3.6.2 in R.

### 2.6 Immunostaining

2D hIECs and 3D hIOs were washed twice with PBS (Thermo Fisher Scientific Inc., 21600010) before being fixed with 4% paraformaldehyde (Sigma-Aldrich, 15710) for 15 min at room temperature. The cells were cryopreserved using the O.C.T. compound (Sakura, USA, HIO-0051) and sectioned at a thickness of 10 μm. After permeabilization with PBS containing 0.1% Triton X-100 (PBS-T; Sigma-Aldrich, T9284) for 15 min, the samples were blocked for 1 h at room temperature with 4% bovine serum albumin solution (BSA; Bovogen Biologicals, Australia, bsa100). In the presence of primary antibodies, the target proteins were captured overnight at 4°C. Slides were washed with PBS-T and incubated for 1 h at room temperature with diluted secondary antibodies at a concentration of 1:200. In addition, the nuclei of stained samples were stained with DAPI and viewed under a fluorescence microscope (Olympus, Japan, IX51) or a confocal microscope (ZEISS, Germany, LSM800). **Supplementary Table 2** lists the antibodies used in this study.

### 2.7 LIVE/DEAD assay

2D hIECs were incubated with the LIVE/DEAD Viability/Cytotoxicity Kit (Invitrogen, L3224) containing calcein-AM (2 μM) and EthD-1 (4 μM) at room temperature for 30 min in order to determine viability and cell death. A fluorescence microscope (Olympus) was used to image cells after they had been washed with PBS. The fluorescence was captured at 494/517 nm and 528/617 nm with calcein-AM and EthD-1, respectively. ImageJ software (NIH, Bethesda, MD, USA) was used to quantify the fluorescence intensity.

### 2.8 Transporter assay

For the measurement of intracellular calcium levels, cells were incubated for 1 h at 37°C with 5 μM Fluo-4 acetoxymethylester (fluo-4 AM, Molecular Probes, Eugene, Oregon, USA, F14201) in a calcium-free isotonic buffer containing 2 mM MgCl_2_ (Sigma-Aldrich, M4880), 5 mM KCl (Sigma-Aldrich, P5405), 5.5 mM D-glucose (Sigma-Aldrich, G7021), 10 mM HEPES, and 140 mM NaCl (Sigma-Aldrich, S7653). Following incubation, the cells were washed with a calcium-free isotonic buffer. The cells were stimulated using a calcium-free isotonic buffer with 10 mM CaCl_2_ (Sigma-Aldrich, C5670) was added for calcium influx, and 50 μM Glu-Phe dipeptide (Sigma-Aldrich, G2752) for stimulation of protein transporter. The fluorescence of cells was monitored with 488 nm excitation, and during recording, the signal was emitted at 505–530 nm. Confocal microscopy and Zen software (ZEISS) were used to image and quantify fluorescence intensity.

### 2.9 Fluorescein isothiocyanate-4kDa dextran assay

For the analysis of intestinal permeability in 2D hIECs, cells were grown on Transwell inserts under each condition. After 14 d, the apical side was treated with 1.25 μM FD4 (Sigma-Aldrich, 46944) in Hank’s balanced salt buffer (HBSS, Gibco, 14025092) for 2 h. The basolateral side was filled only with 1.5 mL HBSS buffer. The basolateral side buffer (100 μL) was analyzed at 485/520 nm using SpectraMax M3 microplate reader (Molecular Devices, Sunnyvale, CA, USA).

### 2.10 Mitochondrial superoxide detection

To detect oxidative stress, the hIECs were cultured under normal and inflamed conditions with or without PM10 medium. Each cell was incubated with 200 nM Mitotracker (Thermo, M7514) and 5 μM MitoSOX™ Red mitochondrial superoxide indicator (Thermo, M36008) in culture medium at 37 °C for 30 min. The cells were captured at a wavelength of 490/516 nm for MitoTracker and 510/580 nm for MitoSOX using a fluorescence microscope (Olympus).

### 2.11 Statistics

Data are displayed as mean ± standard deviation (SD; technical triplicates) or mean ± standard error of the mean (SEM; at least three independent experimental data points). Parametric statistical analyses were conducted using the student’s *t*-test. A statistically significant *p*-value of < 0.05 was determined.

## 3 Results

### 3.1 Establishment of *in vitro* 2D inflamed hIECs

In order to study the effect of PM10 on inflamed intestinal epithelium, we differentiated hPSCs into 2D hIECs, which are relevant models for the human small intestine (27, 28). The differentiated 2D hIECs contained intestine-specific cells such as intestinal stem cells (*LGR5*), progenitor cells (*CDX2*, *SOX9*), paneth cells (*LYZ*), goblet cells (*MUC2*), endocrine cells (*CHGA*), and enterocytes (*VIL1*) (**Supplementary Figures 1A, B**). To investigate whether PM10 affects sensitivity in normal and inflamed intestinal models, we established an *in vitro* inflamed hIEC model by exposure to IFNγ and TNFα for 10 days (**Figure 1A**). Compared to the cobblestone shape of normal hIECs, co-treatment with IFNγ and TNFα induced an elongated shape in 2D hIECs (**Figure 1B**). Epithelial permeability was significantly decreased in hIECs treated with 100 μg/ml of IFNγ and TNFα (**Figure 1C**). The expression of IFNγ- and TNFα-response genes, such as *CXCL10*, *IDO1*, *STAT1, STAT5, GBP1, GBP5, IRF7*, *IRF9*, *TRIMM22*, *WARS, TRAF1*, *TRAF2*, and *TRAF3*, increased in inflamed hIECs (**Figure 1D**). These results suggest that inflammatory responses were successfully recapitulated in 2D hIECs using IFNγ and TNFα co-treatment. For each cytokine concentration, we chose 50 ng/ml, which represents the observed inflammatory responses without inducing apoptosis (**Figures 1E, F**).

**Figure 1:**
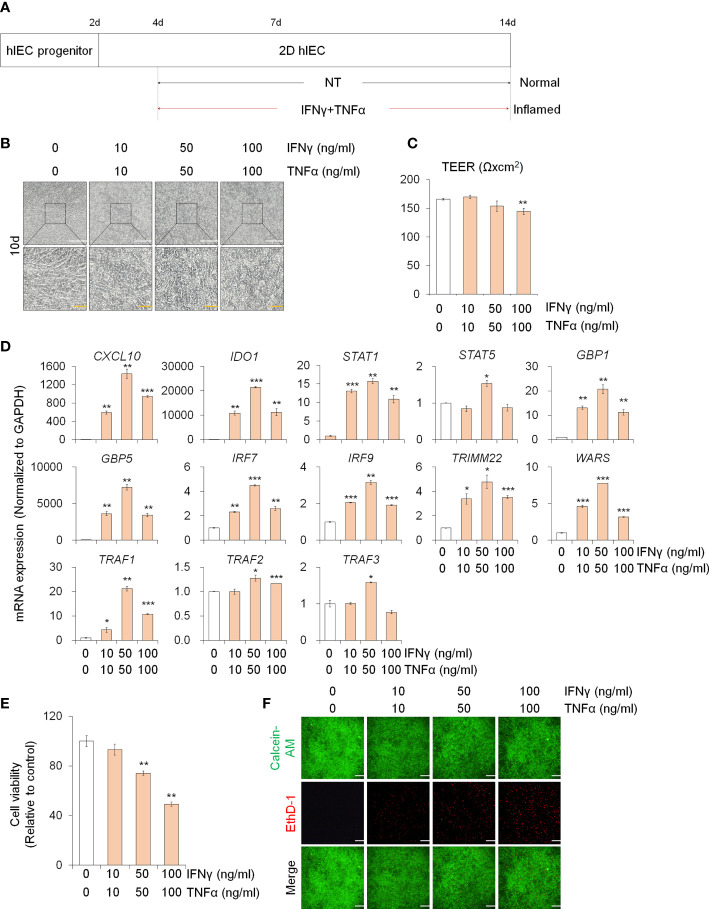
Generation of 2D inflamed hIECs. **(A)** Schemetic diagram of 2D inflamed hIEC generation using IFNγ and TNFα co-treatment. **(B)** Morphological analysis of normal and inflamed hIECs. White scale bar, 200 μm. Yellow scale bar, 50 μm. **(C)** TEER value measurement of normal and inflamed hIECs. Data are means ± SEM (n = 3) **(D)** Relative expression of IFNγ and TNFα response genes after IFNγ and TNFα co-treatment. Data are means ± SD (n = 3). **(E)** Cell viability assay in 2D normal and inflamed hIECs after 0 – 100 ng/ml IFNγ and TNFα treatment, respectively. Data are means ± SD (n = 3). **(F)** Representative images and quantification analysis of LIVE/DEAD assay. Scale bar, 100 μm. Data are means ± SD (n = 3). *P < 0.05, **P < 0.01, and ***P < 0.001 by two-tailed t test.

### 3.2 2D inflamed hIECs are more sensitive to PM10 exposure

To assess the effect of PM10 exposure in the inflamed intestinal epithelium, we administered IFNγ and TNFα for 10 days and exposed various concentrations of PM10 in normal and inflamed hIECs for the last 7 days (**Figure 2A**). First, we examined the cytotoxic effect of PM10 (10–1000 μg/mL) on 2D hIECs. In 2D hIECs treated with only 1000 μg/ml of PM10, there was a 50% reduction in viability (**Supplementary Figure 2**, white bars). The cell viability of hIECs was reduced in a dose-dependent manner in response to PM10 inflamed cells (**Supplementary Figure 2**, yellow bars). A concentration range of 100 to 1000 μg/ml of PM10 significantly reduced the viability of inflamed hIECs; therefore, we decided to use 100 µg/ml of PM10 for further experiments. PM10 particles were observed in the cell layer of PM10-treated hIECs (**Figure 2B**). The levels of inflammatory cytokines (*IL-1β*) and apoptosis-related genes (*BAX*) were upregulated in inflamed hIECs compared to those in normal hIECs (**Figure 2C**). Upregulation of *IL-1β*, *Caspase-3* (*CasP3*) expression and downregulation of anti-apoptotic markers (*BCL-2*), intestinal specific markers (*CDX2*, *LGR5*, *VIL1*, *LYZ*, and *MUC2*), and tight junction marker expression were observed in PM10-treated inflamed hIECs (**Figure 2C**). The fluorescence intensities of basolateral FD4 were markedly increased in PM10-treated inflamed hIECs compared to that of normal and inflamed hIECs (**Figure 2D**). These results demonstrate that inflamed intestinal epithelial cells respond more sensitively to PM10 treatment.

**Figure 2:**
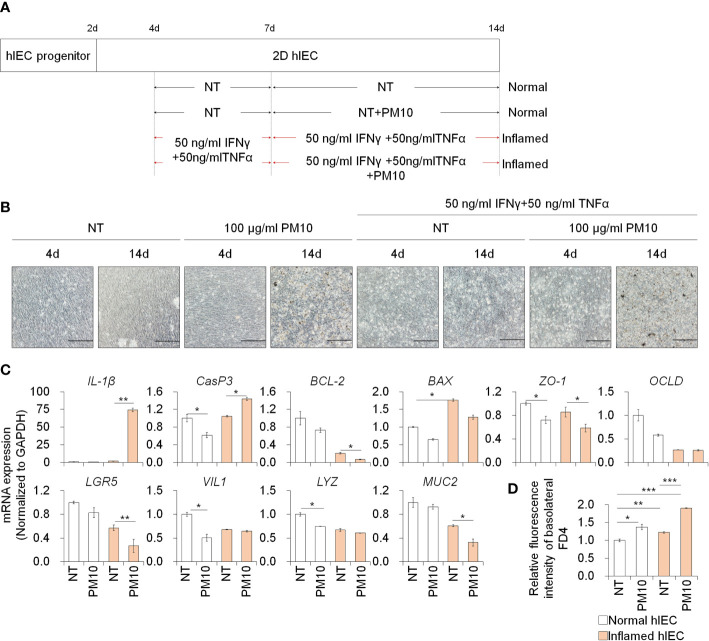
Phenotypic analysis of 2D hIECs following PM10 exposure. **(A)** Schemetic diagram of PM10 treatment in 2D normal and inflamed hIECs induced by 50 ng/ml INFγ and 50 ng/ml TNFα. **(B)** Morphological analysis of normal and inflamed hIECs with or without PM10 treatment (100 μg/ml). Scale bar = 200 μm. **(C)** Relative expression of inflammation, apoptosis, tight junction, and intestinal marker genes in normal and inflamed hIECs with or without PM10 treatment (100 μg/ml). Data are means ± SD (n = 3). *P < 0.05, **P < 0.01, and ***P < 0.001 by two-tailed t test. **(D)** Relative fluorescence intensity of basolateral FD4 in normal and inflamed hIECs with or without PM10 treatment (100 μg/ml). Data are means ± SD (n = 3). *P < 0.05, **P < 0.01, and ***P < 0.001 by one-way ANOVA test.

### 3.3 PM10 exposure induces calcium signaling dysfunction in 2D inflamed hIECs

To examine changes in gene expression signatures in the inflamed hIEC model and the effects of PM10, RNA-seq analyses were performed on normal and inflamed hIECs with or without PM10 treatment. 

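The hIECs were differentiated from H9, an established human embryonic stem cell line. RNA-seq covered 4 groups with 2 libraries each, normal hIECs, normal hIECs treated with PM10, inflamed hIECs and inflamed hIECs treated with PM10. In the paper, inflamed hIECs received 50 ng/ml IFNγ and 50 ng/ml TNFα for 10 days, and PM10 was given at 100 μg/ml for the last 7 days. The sample records give a treatment of 10 days for all groups. Poly-A selected libraries without strand information were sequenced as 2 × 100 bases. The authors removed adapters with Cutadapt, trimmed low-quality bases with Sickle, aligned the reads to the GRCh38 genome with HISAT2 and estimated FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments) for 60558 genes with StringTie. These FPKM values, one per gene and library, were the starting point here, and 21400 genes were above 0 in at least one library.

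No read counts were used. The lowest value above 0 in a library was shared by 27 to 43 genes and ranged from 0.164 to 0.228 FPKM across the 8 libraries. This lowest value was read as the worth of a mean depth of 1 over a transcript, so a 0 stands for a depth under 1. Read this way, the normal libraries held 6.11 and 4.67 gigabases of aligned sequence, and the normal libraries with PM10 held 4.61 and 4.98. The inflamed libraries held 4.38 and 4.74 gigabases, and the inflamed libraries with PM10 held 4.74 and 4.72. An FPKM of 1 then corresponds to a mean depth between 4.38 and 6.11. Genes encoded by mitochondrial DNA took 17.02% and 24.2% of the FPKM sum in the normal libraries and between 15.5% and 20.4% in the other 6.

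Values were compared as log2(FPKM + 1), a scale that understates changes of weakly expressed genes. A gene passed the 2-fold cut-off of the legend of Figure 3 when the group means differed by at least 1 on this scale. In addition, limma was fitted to the 14206 genes with at least 1 FPKM in at least 2 libraries, with all 8 libraries in one fit. The median SD between the 2 libraries of a group was 0.085 on the log2 scale in normal hIECs, 0.053 with PM10, 0.052 in inflamed hIECs and 0.049 in inflamed hIECs with PM10. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p-value below 0.333. Because the libraries carry no strand information, values of genes that overlap other genes are uncertain.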

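Over the 21400 genes above 0 in at least one library, the first principal component of log2(FPKM + 1) carried 78.5% of the variance. All 4 libraries without cytokines had scores between -47.2 and -43.0 on it, and all 4 libraries with cytokines had scores between 37.1 and 51.9. The second component carried 6.92%. On it, the libraries with PM10 lay between -15.0 and -11.0 and those without PM10 between 6.48 and 18.3. The 2 normal libraries were the farthest apart of any pair of replicates on this component, at 6.48 and 18.3. Spearman's correlation across genes was 0.979 to 0.982 between replicates of a group and 0.912 to 0.935 between libraries with and without cytokines. Between inflamed hIECs and inflamed hIECs with PM10 it was 0.975 for the highest pair, and between normal hIECs and normal hIECs with PM10 it was 0.974 to 0.979. Genes are not independent replicates, so these correlations carry no test. The choice that moved the first component most was the pseudocount, with a share of 59.4% at a pseudocount of 0.1.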

RNA-seq-based principal component analysis (PCA) and Spearman’s correlation analysis showed that normal and inflamed hIEC samples clustered distinctly with or without PM10 treatment (**Figures 3A, B**). Using Venn diagram analysis and hierarchical clustering, we characterized the specific response of inflamed hIEC. 

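In the comparison of normal hIECs with PM10 against normal hIECs, 89 genes passed 2-fold, 29 higher and 60 lower. In inflamed hIECs against normal hIECs, 1355 genes passed, 590 higher and 765 lower. In inflamed hIECs with PM10 against normal hIECs, 1995 genes passed, 783 higher and 1212 lower. The 3 comparisons share the normal libraries, whose chance values enter each of them. In 100 simulations of unchanged groups against these libraries, with the spread seen between replicates, a mean of 14.0, 13.6 and 14.5 genes passed in the same 3 comparisons. The share of genes with the same sign in the 2 inflamed comparisons was 84.2%, against 66.3% in those simulations. With a pseudocount of 0.1, 1780, 4833 and 6086 genes passed. Without the first normal library, 159 genes passed with PM10 in normal hIECs.

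limma called 1311 genes between normal hIECs with PM10 and normal hIECs, 7988 between inflamed and normal hIECs, and 9413 between inflamed hIECs with PM10 and normal hIECs, at an adjusted p-value under 0.05. Of these, 49, 1304 and 1951 also passed 2-fold. Of the 1311 genes, 59.7% were higher with PM10, against 42.9% of the 1312 genes called under median centring and 49.7% of the 1229 called under quantile normalization. With only the normal and normal PM10 libraries in the fit, limma called 23 genes in place of 1311. Fits of only the compared groups called 7008 genes for inflamed hIECs and 8759 for inflamed hIECs with PM10, each against normal hIECs.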

Among 461 inflammation-specific genes, 206 genes were upregulated and 255 genes were downregulated in inflamed hIECs regardless of PM10 treatment (**Figure 3C**). As a result of KEGG pathway enrichment analysis, various inflammatory response-related pathways, including cytokine-cytokine receptor interactions, TNF signaling, NF-kappa B signaling, and IL-17 signaling pathways were enriched. In addition inflamed hIECs displayed a decrease in ion transport regulation (**Supplementary Figure 3**). 

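A total of 1165 genes passed 2-fold in both comparisons of inflamed hIECs with normal hIECs and not in normal hIECs with PM10. Simulated unchanged groups gave a mean of 2.23 such genes. Of the 1165 genes, 505 were higher and 660 lower in both comparisons. When every pair of libraries had to differ 2-fold, 894 genes met this rule, 418 higher and 476 lower. Across the genes tested by limma, the log2 fold changes of the 2 inflamed comparisons had a Pearson correlation of 0.944. Part of a correlation of this kind comes from the shared normal libraries, since simulated unchanged groups gave 0.498 over all 21400 genes, where the observed value was 0.933.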

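The KEGG gene sets were not used here, and the genes of these pathways were followed through a list of cytokine and chemokine genes, of which 37 had enough FPKM for limma. In inflamed hIECs the list had a median log2 fold change of 2.18 against normal hIECs, with 33 genes called higher and 1 called lower (limma's camera test, adjusted p = 1.13e-16). The call held under limma's fry test (adjusted p = 1.49e-07) and not when camera estimated the correlation between genes (adjusted p = 0.0965). Over all lists and comparisons tested, fry kept every call made by camera, and the estimated correlation kept none.

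CXCL10 (ENSG00000169245, chromosome 4, 76021118 to 76023497) rose from 1.50 ± 0.33 FPKM (SD, n = 2 libraries) in normal hIECs to 1299 ± 22 in inflamed hIECs. Its log2 fold change was 9.03 (standard error 0.088, limma adjusted p = 2.03e-09), and it stayed between 8.89 and 9.16 when either library of either group was left out. CXCL11, IL32, CXCL9 and CCL5 rose by 7.74, 7.72, 7.65 and 6.88 on the log2 scale. A list of antigen presentation genes rose as well, with a median of 3.03 over 14 genes and 13 called higher (limma's camera test, adjusted p = 1.13e-11).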

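Ion channel and transporter genes were followed as a list of 323 genes, of which 129 were listed at 0 in all 8 libraries and 132 had enough FPKM for limma. In inflamed hIECs against normal hIECs, the median log2 fold change of these 132 genes was -0.071, with 54 genes called lower and 41 called higher. limma's camera test gave an adjusted p of 0.465 for the list, while limma's fry, which tests the genes of the list alone and not against the other genes, gave 0.00186. The median was between -0.133 and -0.050 when one library was left out, with -0.133 without the second normal library and -0.111 without the second inflamed library. Of these 132 genes, 10 are also calcium signaling genes and 7 also protein digestion and absorption genes. The largest falls were those of ASIC2, whose value is uncertain because it overlaps 4 other genes (log2 fold change -2.65, standard error 0.12, limma adjusted p = 2.19e-06) and FXYD7 (-2.58). CLIC2 and KCNMA1 rose by 3.01 and 2.24 on the log2 scale.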

After analyzing PM10-treated inflamed hIECs for specific gene alterations, we identified 247 genes, including 47 upregulated genes and 200 downregulated genes (**Figures 3C, D**). 

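In inflamed hIECs with PM10, 773 genes passed 2-fold against normal hIECs and in neither of the other comparisons, 262 higher and 511 lower. With 2-fold required in every pair of libraries, 580 genes did, 210 higher and 370 lower. Of the 773 genes, 760 had moved in the same direction in inflamed hIECs without PM10, and 682 of them by between 0.5 and 1 on the log2 scale. Their median change against normal hIECs was 0.79 without PM10 and 1.14 with PM10, each counted in the direction of the change with PM10.

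The direct comparison of inflamed hIECs with PM10 against inflamed hIECs was available for 761 of these genes in limma. It called 408 of them, 148 higher and 260 lower. Their median change in this direct comparison was 0.40 over the 773 genes, and 41 passed 2-fold in it. Because the 773 genes passed the cut-off with PM10 and not without it, the direction of this difference is fixed by the selection, and its size and the number of calls are raised by it. Over all 14206 genes tested, limma called 2165 genes between inflamed hIECs with PM10 and inflamed hIECs, 883 higher and 1282 lower, and 95 of these passed 2-fold. Under quantile normalization limma called 2292 genes, 1151 higher and 1141 lower. Under median centring limma called 2503 genes, 1101 higher and 1402 lower. The larger number of falls thus stayed under median centring and not under quantile normalization. BEST1, which overlaps FTH1 and is therefore uncertain, fell by 2.68 on the log2 scale, and FOS (ENSG00000170345, chromosome 14, 75278826 to 75282230) by 2.35 (standard error 0.098, limma adjusted p = 9.00e-05).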

Genes annotated as calcium signaling, protein digestion, and absorption pathways were mostly downregulated (**Figure 3E**). Therefore, we focused on calcium signaling, protein digestion and absorption pathways. As a result of these pathways, the GI tract performs a variety of biological functions, including nutrient uptake, hormone secretion, and protection of the mucosal barrier by the secretion of bicarbonate (29).

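Calcium signaling genes and protein digestion and absorption genes were followed as lists written for this purpose, since the KEGG sets were not used here. Among the 511 genes that fell 2-fold in inflamed hIECs with PM10 only, 3 were calcium signaling genes, where 3.90 were expected (one-sided Fisher's exact test, p = 0.754), and 3 were protein digestion and absorption genes, where 1.99 were expected (one-sided Fisher's exact test, p = 0.320). Between inflamed hIECs with and without PM10, the 114 calcium signaling genes tested had a median log2 fold change of 0.046, with 17 called lower and 11 called higher (limma's camera test, adjusted p = 0.497). The 54 protein digestion and absorption genes had a median of -0.19, with 19 called lower and 4 called higher (limma's camera test, adjusted p = 0.0029). The 35 collagen genes tested, all of which are in the protein digestion and absorption list, had a median of -0.25, with 14 called lower and 3 called higher (limma's camera test, adjusted p = 0.00228).

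Of the genes that the paper measured by qPCR in Figure 4A, 8 are reported here, and 7 of them were lower in inflamed hIECs with PM10 than in inflamed hIECs in the RNA-seq libraries. limma called 4 of the 8 over all genes tested and 4 when adjusted over the list alone. Since the study chose the list on these samples, the latter is not independent evidence. COL14A1 (ENSG00000187955, chromosome 8, 120059780 to 120373573) went from 12.9 ± 2.2 FPKM (SD, n = 2) in normal hIECs to 3.15 ± 0.22 in inflamed hIECs and 0.467 ± 0.011 with PM10, a log2 fold change with PM10 of -1.501 (limma adjusted p = 0.000392). PTGER3 fell by 1.03, COL13A1 by 0.95 and PDGFD by 0.74 on the same scale. CACNA1G, SLC8A2 and PLCD4 fell by 0.21, 0.14 and 0.097, with limma adjusted p-values of 0.155, 0.347 and 0.582. Without the first library of inflamed hIECs with PM10, PLCD4 no longer fell and 6 of the genes were lower. SLC15A1 was listed at 0 in all 8 libraries.

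All 7 of these genes with values were also lower in inflamed hIECs without PM10 than in normal hIECs, and 6 of them passed 2-fold there. The paper focused on calcium signaling and on protein digestion and absorption because genes of these pathways were mostly lower among its genes specific to inflamed hIECs with PM10.

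**Figure D1:**
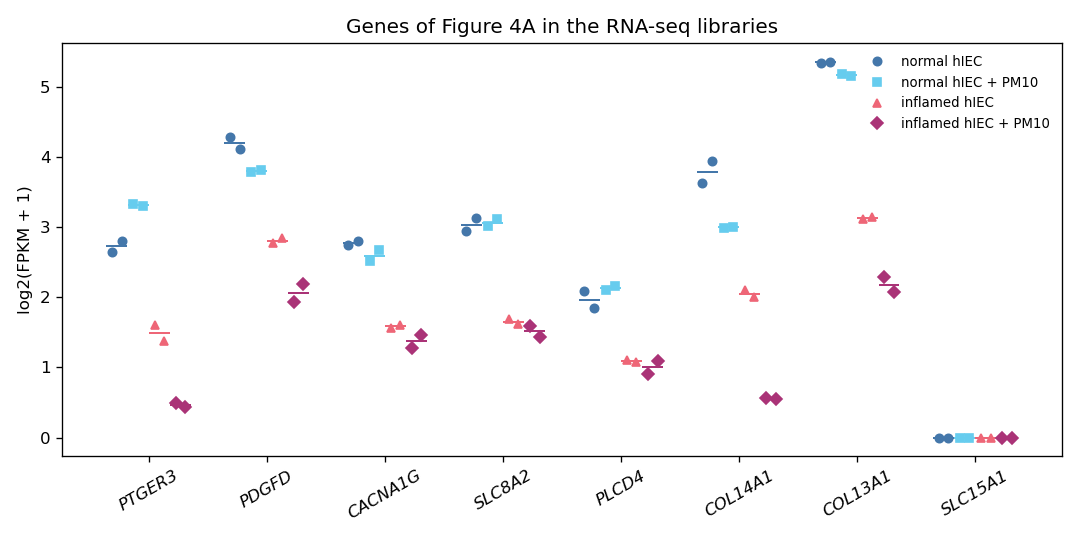
Expression of 8 genes of Figure 4A in each RNA-seq library as log2(FPKM + 1), by gene on the horizontal axis. Points are the 2 libraries of each group and lines are their means. COL14A1 falls from 12.9 FPKM in normal hIECs to 0.467 in inflamed hIECs with PM10, and SLC15A1 is at 0 in every library.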

**Figure 3:**
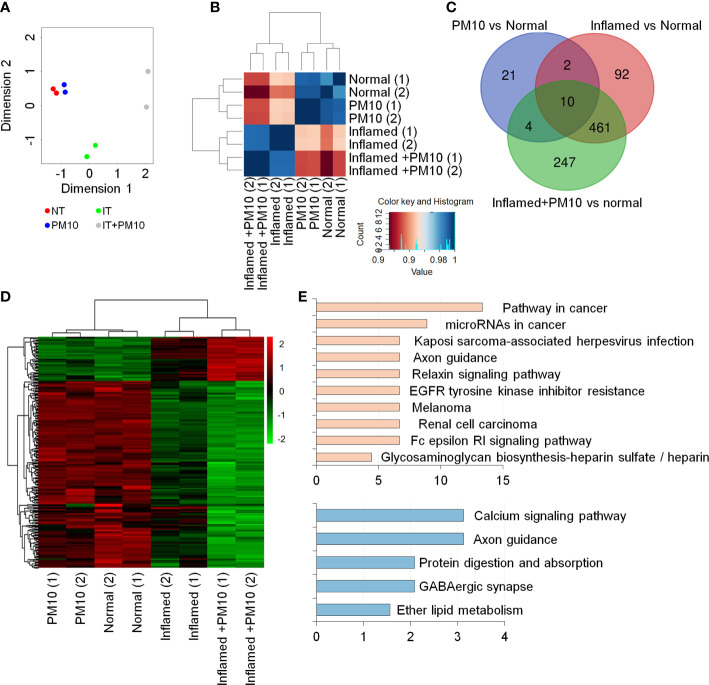
Transcriptome analysis of 2D normal and inflamed hIECs following PM10 exposure. **(A)** PCA of differentially expressed genes (DEG, fold change cut-off 2) from RNA-seq analysis compared to normal hIECs, normal hIECs exposed to PM10, inflamed hIECs, and inflamed hIECs exposed to PM10. **(B)** Spearman’s correlation analysis. Red and blue indicate the highest and lowest level of similarity, respectively. **(C)** Venn diagram of each groups using RNA-seq results for DEG. The numbers of DEG are indicated. **(D)** Heatmap with hierarchical clustering analysis for PM10-treated inflamed hIEC-specific genes. Green color represents down-regulated genes, whereas red color represents up-regulated genes compared with normal hIEC control. **(E)** The KEGG pathway enrichment analysis for PM10-treated inflamed hIECs-specific genes. The bars represent the count percentage of genes.

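When only the 2159 genes past 2-fold in any comparison with normal hIECs were used, as this legend describes, the first principal component carried 90.3% of the variance and the second 3.87%. Genes chosen because they differ from normal hIECs separate the groups by construction. On the same genes, Spearman's correlation was 0.974 to 0.985 between replicates, 0.508 to 0.647 between libraries with and without cytokines, and 0.952 to 0.956 between inflamed hIECs with and without PM10.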

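The parts of the Venn diagram not given so far were small. With PM10 in normal hIECs alone, 20 genes passed 2-fold, and in inflamed hIECs alone 132 did. A further 12 genes were shared by normal hIECs with PM10 and inflamed hIECs only, 11 by both groups treated with PM10 only, and 46 by all 3 comparisons. The number with PM10 in normal hIECs alone rose when any normal or normal PM10 library was left out. The number shared by all 3 comparisons was highest without the first normal library. Of the 89 genes that passed with PM10 in normal hIECs, 28 were not protein-coding. GENCODE annotation places exons of 65.2% of these 89 genes over exons of another gene, against 49.6% of all genes above 0, and reads without strand information cannot be assigned to one of them with certainty.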

### 3.4 PM10 induced calcium signaling dysfunction disturbs nutrient uptake

The expression of calcium signaling and protein absorption pathway-related genes was further confirmed by qPCR analysis to verify the RNA-seq results. Upon treatment with PM10, the expression of calcium signaling pathway-related genes (*PTGER3*, *PLCD4*, *PDGFD*, *NTRK1*, and *CACNA1G*) and protein absorption and digestion pathway-related genes (*SLC8A2*, *SLC15A1*, *CPA2*, *COL13A1*, and *COL14A1*) decreased significantly in inflamed hIECs (**Figure 4A**). To investigate the calcium-related functionality of hIECs after exposure to PM10, we performed a calcium detection analysis using Fluo-4 AM, a well-known indicator for monitoring calcium dynamics. CaCl_2_ and Gly-Phe dipeptide were used to stimulate calcium influx and protein absorption, respectively. Following PM10 treatment, CaCl_2_ and Gly-Phe-induced calcium release significantly decreased in inflamed hIECs (**Figures 4B, C**). These results suggested that upon exposure to PM10, inflamed hIECs were more prone to abnormal calcium signaling followed by inhibition of peptide uptake. This ultimately impairs the proper functionality of intestinal epithelial cells.

**Figure 4:**
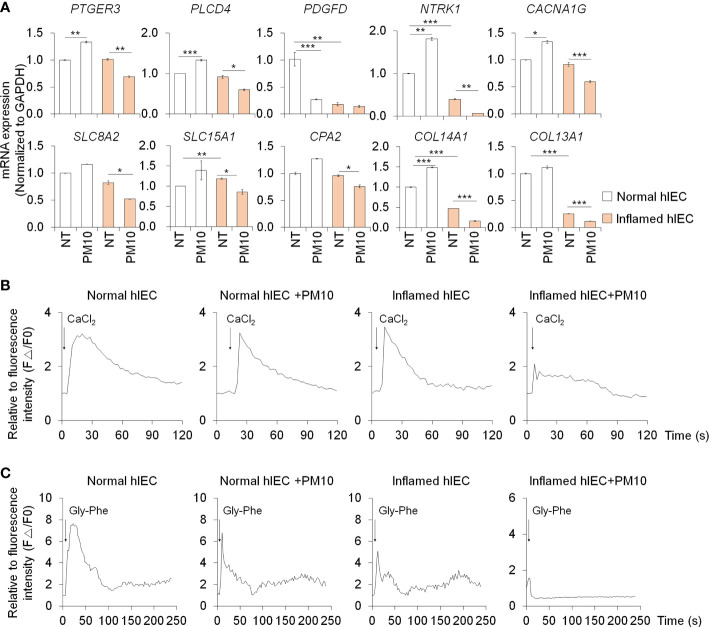
Calcium signaling dysfunction induced by PM10 exposure resulted in impaired peptide uptake. **(A)** Relative expression of calcium signaling-related genes (*PTGER3*, *PLCD4*, *PDGFD*, *NTRK1*, and *CACNA1G*) and protein absorption and digestion-related genes (*SLC8A2*, *SLC15A1*, *CPA2*, *COL13A1*, *COL14A1*). **(B)** CaCl_2_ (10 mM)-induced calcium influx in real-time measured in each group (normal hIECs, normal hIECs with PM10, inflamed hIECs, and inflamed hIECs with PM10) by using Fluo-4 AM calcium indicator. **(C)** Dipeptide (Gly-Phe)-induced calcium response in real-time was measured in each group. Quantification graph of Fluo-4 AM analysis in each group (normal hIECs, normal hIECs with PM10, inflamed hIECs, and inflamed hIECs with PM10). Scale bar = 200 μm. Data are means ± SEM (n = 3). *P < 0.05, **P < 0.01, and ***P < 0.001 by one-way ANOVA test.

### 3.5 Development of *in vitro* 3D inflamed intestinal epithelium

To investigate the deleterious effects of PM10 on 3D inflamed intestinal epithelial cells, we differentiated 3D hIOs and optimized the 3D hIO-based *in vitro* inflammation model induced by co-treatment with pro-inflammatory cytokines (**Figure 5A**). Intestinal cell type-specific markers were expressed in 3D hIOs (**Supplementary Figures 1C, D**). 0.1–10 ng/ml IFNγ or 2 –100 ng/ml of TNFαs were used to generate 3D inflamed hIOs (**Supplementary Figures 4A, B**). The genes that are involved in the IFNγ response (*CXCL10*, *IDO1*, *STAT1*, *STAT5*, *GBP1*, *GBP5*, *IRF7*, *IRF9*, *TRMM2*, and *WARS*) depend on the IFNγ dose (**Supplementary Figure 4C**). The 10 ng/ml IFNγ treated 3D hIOs underwent cell death (**Supplementary Figures 4B, C**). The expression of TNFα-response genes (*TRAF1*, *TRAF2*, and *TRAF3*) increased similarly in the 20–100 ng/ml TNFα treatment group; thus, we chose the lowest concentration of 20 ng/ml TNFα (**Supplementary Figures 4B, C**). We tested co-treatment with various concentrations of IFNγ and 20 ng/ml TNFα for 10 days. In each group, damaged cell morphology and upregulated expression of inflammatory response genes were observed (**Figures 5B, C**). Cell death was observed in the group treated with the highest concentration of IFNγ (10 ng/ml). Thus, an IFNγ concentration of 5 ng/ml was selected for combination treatment (**Figure 5B**).

**Figure 5:**
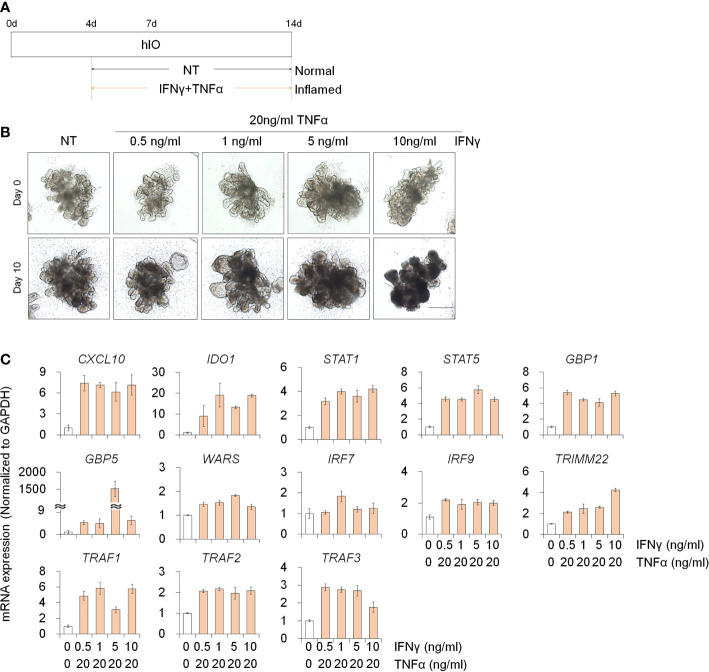
Development of 3D inflamed hIOs. **(A)** Schematic diagram of 3D inflamed hIO generation. **(B)** Morphological analysis of 3D normal and inflamed hIOs after IFNγ and TNFα co-treatment. Scale bar = 500 μm. **(C)** Relative expression of IFNγ and TNFα response genes after IFNγ and TNFα co-treatment. Data are means ± SD (n = 3). *P < 0.05, **P < 0.01, and ***P < 0.001 by two-tailed t test.

We examined the deleterious effects of PM10 exposure on control hIOs and inflamed 3D hIOs induced by co-treatment with 5 ng/ml IFNγ and 20 ng/ml TNFα (**Figure 6A**). Damaged 3D hIOs were observed in inflamed hIOs following exposure to 100 μg/ml of PM10 (**Figure 6B**). This is consistent with 2D hIECs, PM10-treated 3D inflamed hIOs increased the expression of *IL-1β* and *CasP3* and decreased the expression of *BCL-2* and intestinal specific markers (*CDX2*, *LGR5*, *VIL1*, *LYZ*, and *MUC2*) (**Figure 6C**). As a consequence of PM10 exposure, the expression of tight junction-related genes (*ZO-1* and *OCLD*) was downregulated (**Figure 6C**), and their corresponding proteins were mislocalized in 3D inflamed hIOs (**Figure 6D**). We investigated whether 100 μg/ml PM10 induced functional alterations in normal and inflamed 3D hIOs. When PM10 was applied to inflamed 3D hIOs, the expression of calcium signaling and protein absorption-associated genes were decreased (**Figure 7A**). Accordingly, PM10 treatment was less effective for normal hIOs than for inflamed ones (**Figure 7A**). Furthermore, fluo-4 AM dye intensity was significantly reduced in 3D inflamed hIOs treated with PM10 compared to other groups upon treatment with CaCl_2_ and Gly-Phe (**Figures 7B, C**). As demonstrated by these findings, PM10 exposure disrupted small intestinal functions in 3D hIOs and peptide uptake, which is consistent with the results obtained in 2D hIECs.

**Figure 6:**
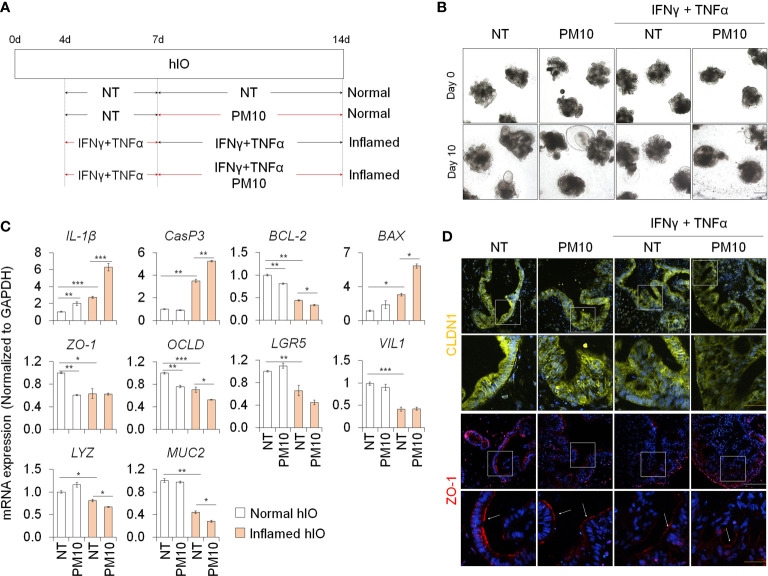
Phenotypic analysis in 3D inflamed hIOs following PM10 exposure. **(A)** Schemetic diagram of PM10 treatment in 3D normal and inflamed hIOs. **(B)** Morphological analysis of 3D normal and inflamed hIOs with or without PM10 (100 μg/ml). Scale bar = 200 μm. **(C)** Relative expression of inflammation, apoptosis, tight junction, and intestinal marker genes. Data are means ± SD (n = 3). *P < 0.05, **P < 0.01, and ***P < 0.001 by two-tailed t test. **(D)** Representative images of tight junction protein (CLDN1) in each groups. White scale bar=100μm. Yellow scale bar=50μm.

**Figure 7:**
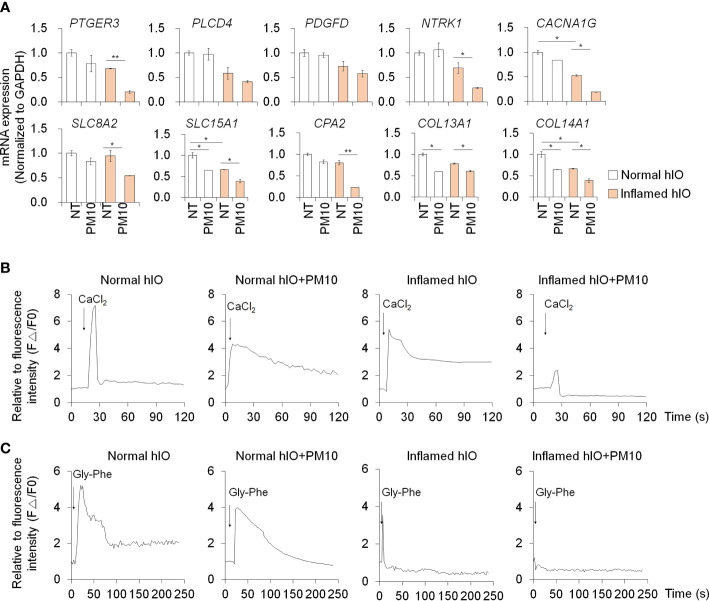
Phenotypic validation in 3D inflamed hIOs following PM10 exposure. **(A)** Relative expression analysis of calcium signaling-related genes (*PTGER3*, *PLCD4*, *PDGFD*, *NTRK1*, and *CACNA1G*) and protein absorption and digestion-related genes (*SLC8A2*, *SLC15A1*, *CPA2*, *COL13A1*, *COL14A1*). **(B)** CaCl_2_ (10 mM)-induced calcium influx in real-time measured in each group (normal hIOs, normal hIOs with PM10, inflamed hIOs, and inflamed hIOs with PM10) by using Fluo-4 AM calcium indicator. **(C)** Dipeptide (Gly-Phe)-induced calcium response in real-time measured in each group (normal hIOs, normal hIOs with PM10, inflamed hIOs, and inflamed hIOs with PM10) by using Fluo-4 AM calcium indicator. Data are means ± SD (n = 3). *P < 0.05, **P < 0.01, and ***P < 0.001 by one-way ANOVA test.

## 4 Discussion

Specifically, this study examines 1) the deleterious effects of PM10 exposure in 2D and 3D inflamed intestinal models *in vitro*; 2) gene expression related to calcium signaling and protein digestion and absorption pathways is dysregulated in 2D inflamed hIECs after PM10 exposure and in 3D inflamed hIOs following chronic PM10 exposure. According to these findings, PM10 might have a more deleterious effect on patients with underlying medical conditions such as inflamed intestines.

Dextran sodium sulfate-induced colitis model and IL-10-deficient mouse model are well-known conventional *in vivo* inflamed-epithelium model systems (30, 31). These model systems can be used to observe phenotypes such as immune response, crypt loss, goblet cell loss, intestinal disintegration and suggest a practical approach to study the systemic effects between the intestinal epithelial cells and immune cells. Although the immune cells are absent in *in vitro* 2D hIECs and 3D hIOs, pro-inflammatory cytokine treatment can mimic the inflamed intestinal epithelium and serve as a human intestinal epithelial model. INFγ and TNFα are well-known fundamental causes and biological therapeutic targets for IBD (32). Consistent with our data (**Supplementary Figure 2**, **Figures 2**, **5**, **6**), previous reports also showed that co-treatment with INFγ and TNFα revealed synergistic cytotoxic effects, including cell death, abnormal gut permeability, and intestinal functionality (33–35). These results correlated with the *in vivo* state. In IFNγ- and TNFα-treated inflamed epithelial cells, we observed an increase in inflammation response marker (*IL-1β*), reduced stem cell (*LGR5*) and goblet cell (*MUC2*) marker expression, and tight junction-related gene expression (*ZO-1* and *OCLD*) (**Figures 2**, **6**). These results correlated with *in vivo* phenotypes such as inflammation, crypt loss, goblet cell loss, and intestinal disintegration (31, 36, 37). Moreover, similar to *in vivo* study, PM10 exposure led to an increase in inflammatory response and intestinal disintegration in inflamed 2D hIECs and 3D hIOs (14, 38).

Previous studies have addressed environmental factors that augment inflammatory responses in INFγ and TNFα conditions (21). IFNγ and TNFα, believed to be important mediators of compromised barrier in IBD, have been shown to alter tight junction activity and to induce apoptosis in intestinal epithelial cells (39, 40). The molecular mechanisms of IFNγ and TNFα co-treatment have previously been well-identified in some signaling pathways such as JAK/STAT1/IRF1 and NF-κB/STAT3, and are reported to be downstream regulators which cause inflammatory diseases (41). For these reasons, many researchers have applied the co-treatment of IFNγ and TNFα to induce the inflammatory phenotypes and decreased homeostasis of diverse tissues and cells both *in vivo* and *in vitro* (42, 43). Our 2D and 3D models showed results similar to those reported by previous studies that involved assessing gene expression responses to IFNγ and TNFα treatment in *in vitro* IBD models and *in vivo* IBD patients (**Figures 1**, **5**, **Supplementary Figure 4**).

In a mouse model of exposure to PM inhalation, the diversity of small intestine-, colon-, and feces-derived microbiome was changed and could be postulated to be associated with gastrointestinal disease linked to PM (44). Previous studies have shown that mice directly administered PM10 orally showed greater intestinal permeability than mice treated with PBS (14, 19). There is, however, a lack of understanding of the molecular mechanisms behind the reduced functionality of the intestine, particularly in the human intestinal epithelium. Furthermore, long-term exposure to PM10 in IL-10^-/-^ mice resulted in increased histological severity and immune cell infiltration compared to that in wild-type (WT) mice (14). As demonstrated in these reports, PM10 exposure affects the additive pathology that underlies the inflammatory response. It has been shown that PM10-associated intestinal dysfunction can occur both in normal and IBD models *in vitro*, despite several *in vitro* phenotype analysis studies on IBD phenotypes. However, the precise pathophysiological mechanisms behind PM10-associated intestinal dysfunction remain unidentified. We found that PM10, as a possible exacerbation factor of IBD, enhanced inflammation, apoptosis, intestinal permeability, and intestinal functionality (**Figures 1**, **2**, **5**, **6**). Recently, experimental evidence revealed that immune responses in the pulmonary and intestinal mucosae are closely interrelated, and that gut-lung axis can control pathophysiological processes, and responses to PM exposure (12). Therefore, further studies involving advanced multi-organ models using intestinal and lung organoids are required.

Calcium homeostasis is regulated by various biological activities such as oxidative stress, inflammation, and nutritional stress (45). PM10 treatment increases the oxidative stress which leads to increased intestinal permeability and apoptosis in Caco-2 cell lines (19). In contrast, our normal 2D human intestinal epithelial models cannot observe PM10-induced intestinal damages and oxidative stress (**Supplementary Figure 5**). However, in inflamed groups, oxidative stress was observed using superoxide indicator (**Supplementary Figure 5**). The cooperation between pro-inflammatory cytokine and PM10 enhances superoxide production which is followed by calcium dysregulation and intestinal failure. Calcium signaling is implicated in the regulation of bicarbonate transporting proteins (CFTR, CaCC, Cl-/HCO3- exchangers), gut-derived hormone secretion (GLP-1), and nutrient sensing (PEPT1, Amino acid transporter, GLUT2/5, SGLT) in the small intestine (29, 46, 47). KEGG pathway analysis of the inflamed hIECs treated with PM10 exhibited dysfunction of calcium signaling as well as protein digestion and absorption pathways (**Figure 3**), which was confirmed by qPCR (**Figure 4**). PEPT1, a proton-coupled small peptide transporter, can absorb di-/tripeptides derived from food digestion. Chemically synthesized dipeptide Gly-Phe modulates PEPT1 promoter activity, which was observed in the human plasma after a protein meal and taken up by the PEPT1-mediated transport system in Caco-2 (48–50). Upon dipeptide influx, calcium-sensing receptor (CaSR) activation leads to stimulation of phospholipase C (PLC)-IP3 signaling and calcium release from the endoplasmic reticulum (ER) (51). By using the calcium indicators Fluo-4 AM and Gly-Phe, we were able to observe dysregulation of the calcium signaling pathway followed by protein absorption in 2D hIECs and 3D hIOs under inflammatory conditions and exposure to PM10. In **Figures 4**, **6**, inflamed 2D hIECs and 3D hIOs treated with PM10 displayed impaired expression of calcium signaling pathway components, leading to reduced protein uptake. Calcium signaling plays an important role in several intestinal functions, including nutrient uptake, hormone secretion, and bicarbonate transport, and maintains intestinal integrity. The intestinal tight junction barrier relies on intracellular calcium levels and calcium signaling-related proteins (52–54). Extracellular calcium depletion and osmotic stress-induced-calcium channel malfunction induce the disruption of tight junction in Caco-2 cell lines (53, 55). When the tight junction breaks due to laser injury or naturally occurring leaks, temporal calcium flashes at the damage site are observed, which increase Rho flares (short-lived activated states) resulting in reinforcement and contraction of local ZO-1 and repair of the leaked barrier (56). However, in the inflamed intestine, PM10 treatment causes a disruption of calcium homeostasis which blocks tight junction repair mechanisms. According to these results, PM10 exposure could lead to more severe intestinal dysfunction in 2D and 3D inflamed cell models compared to normal controls. Therefore, further investigations are required in order to demonstrate the therapeutic or preventive effects of modulating calcium signaling pathways in inflamed intestinal epithelial models under PM10 exposure conditions. It is possible that CaSR stimulation induces an increase in apical Cl^-^/HCO_3_^-^ exchange, anti-inflammatory effects, and regulation of hormone secretion in the GI tract, which suggests a recovery of intestinal function (57, 58).

In conclusion, we have successfully established *in vitro* inflamed intestinal epithelium models by cytokine combination using 2D hIECs and 3D hIOs. Furthermore, PM10 acts as an exacerbation factor in an inflamed milieu. The results of our experiments suggest that PM10 exposure can lead to dysregulation of calcium signaling-mediated protein absorption in 2D and 3D inflamed intestinal models. IBD patients exposed to PM10 may benefit from this as a potential therapeutic or preventive target.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227514.

## Ethics statement

The hESCs and the animal experiment were approved by the Public Institutional Review Board designated by the Ministry of Health and Welfare (No. P01-201409-ES-01) and the Institutional Animal Care and Use Committee of the Korea Research Institute of Bioscience and Biotechnology (No: KRIBB14 AEC-21245), respectively.

## Author contributions

M-YS and YS contributed to the study concept and design; YS and NS performed the 2D hIEC and 3D hIO experiments, respectively; M-YS, D-SK, S-JL, M-SL, Y-JP, AB, and WY contributed to the analysis and interpretation of the data; M-YS and YS wrote the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Particulate matter 10 exposure affects intestinal functionality in both inflamed 2D intestinal epithelial cell and 3D intestinal organoid models
**Source:** Front Immunol. 2023 Jun 26;14:1168064. doi: 10.3389/fimmu.2023.1168064
**Supplement:** Supplementary file 1

## **Supplementary Material**

### **Particulate matter 10 exposure affects intestinal functionality in both inflamed 2D intestinal epithelial cell and 3D intestinal organoid models**

Ye Seul Son<sup>1,†</sup>, Naeun Son<sup>1,2,†</sup>, Won Dong Yu<sup>1,2</sup>, Aruem Baek<sup>1</sup>, Young-Jun Park<sup>3</sup>, Moo-Seung Lee<sup>3</sup>,  
Seon-Jin Lee<sup>3</sup>, Dae-Soo Kim<sup>4,\*</sup>, and Mi-Young Son<sup>1,2,\*</sup>

## Supplementary Figure 1

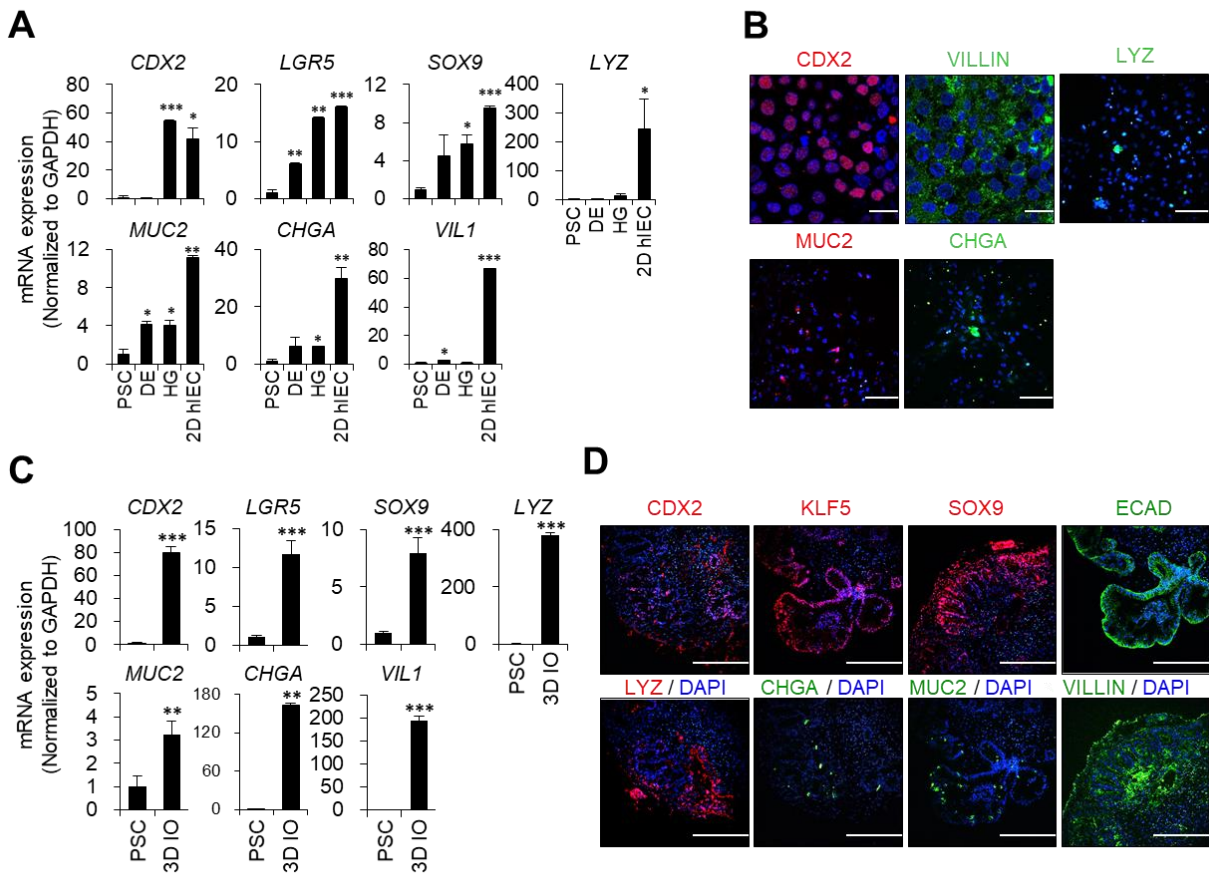

**Supplementary Figure 1** Differentiation and characterization of hPSC-derived 2D hIECs and 3D hIOs. **(A) and (C)** mRNA expression of intestinal-specific markers (*CDX2*, *LGR5*, *SOX9*, *LYZ*, *MUC2*, *CHGA*, and *VIL1*). Data are presented as the mean  $\pm$  SD ( $n = 3$ ). \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$  by two-tailed t test. **(B) and (D)** Representative images of intestine-specific markers, including progenitor markers (*CDX2*, *KLF5*, and *SOX9*), epithelial cells (*ECAD*), Paneth cells (*LYZ*), goblet cells (*MUC2*), enterocytes (*VIL*), and endocrine cells (*CHGA*). White scale bar: 100  $\mu\text{m}$ . Yellow scale bar: 200  $\mu\text{m}$ .

## Supplementary Figure 2

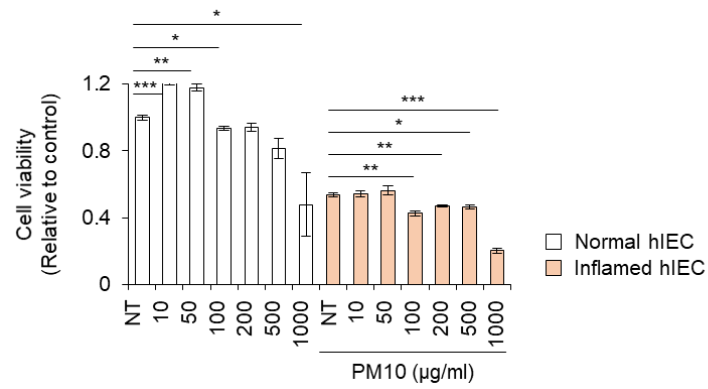

**Supplementary Figure 2** Cell viability assay in 2D normal and inflamed hIECs treated with PM10. Data are presented as the mean  $\pm$  SD ( $n = 3$ ). \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$  by two-tailed t test.

### Supplementary Figure 3

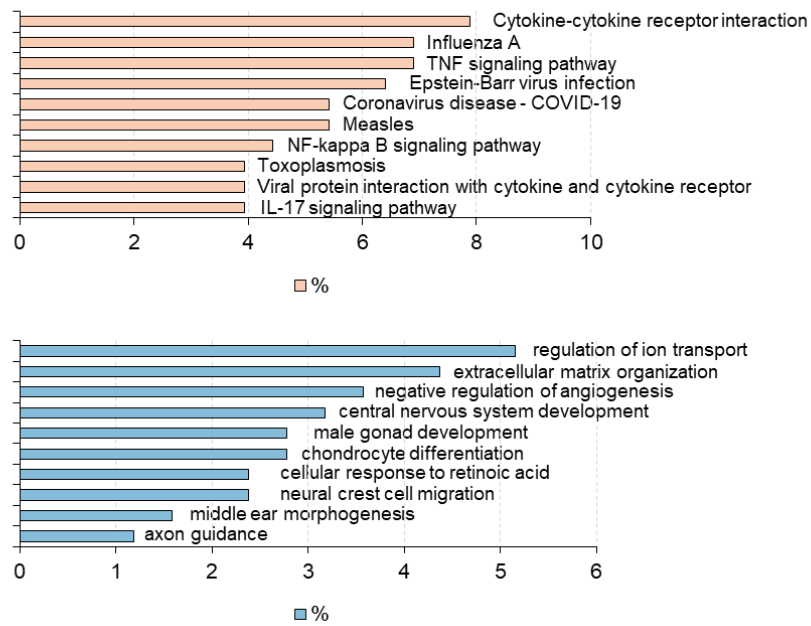

**Supplementary Figure 3** KEGG pathway enrichment analysis of up- and down-regulated genes in 2D inflamed hIECs compared with normal hIECs.

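The values given here compare inflamed hIECs with normal hIECs, both without PM10. Besides the chemokines, OR2I1P, which overlaps GABBR1 and UBD, rose by 7.33 on the log2 scale. H19 (ENSG00000130600, chromosome 11, 1995166 to 2004552), which overlaps MIR675 and 2 other genes, fell most, from 1593 ± 333.2 FPKM (SD, n = 2) to 17.7 ± 3.3, a log2 fold change of -6.41 (standard error 0.15, limma adjusted p = 9.89e-08). ASPN, LEFTY2, AC132217.1 and DLK1 fell by 5.78, 4.67, 4.58 and 4.41 on the same scale. Pathway enrichment counts how many genes of an annotated set are among the genes that rose or fell, and its result depends on the cut-off that defines those genes and on the genes taken as background.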

## Supplementary Figure 4

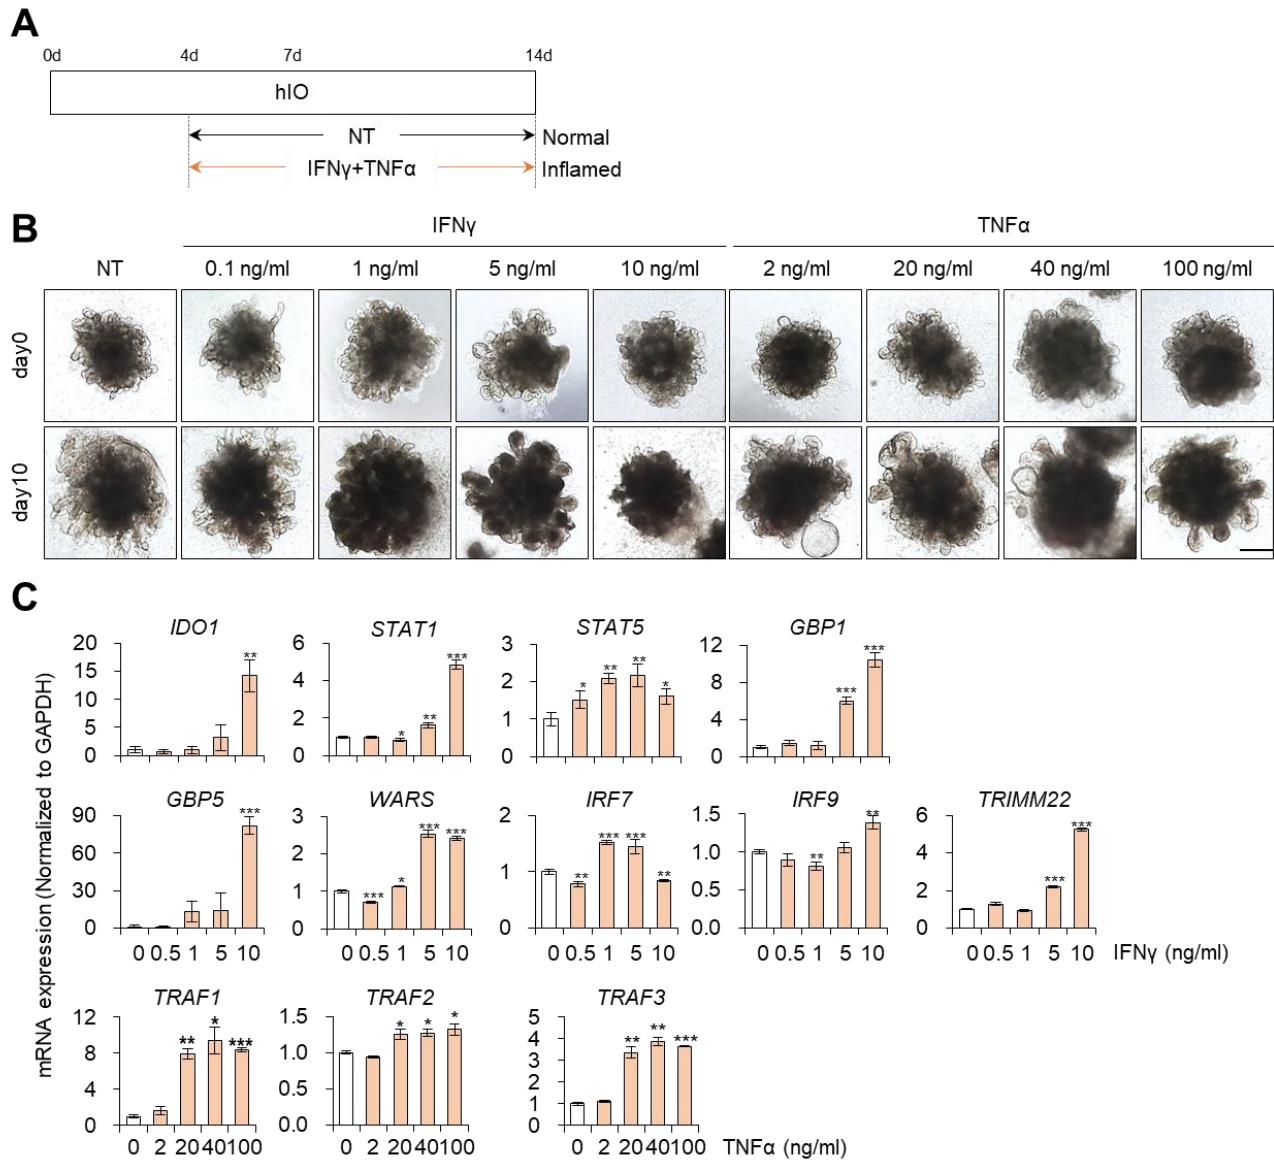

**Supplementary Figure 4** Cellular responses to pro-inflammatory cytokines in 3D hIOs. **(A)** Schematic diagram of IFN $\gamma$  and TNF $\alpha$  treatment in 3D hIOs. **(B)** Morphological analysis of 3D hIOs treated with cytokines. Scale bar = 500  $\mu$ m. **(C)** Relative expression of IFN- $\gamma$  (*CXCL10*, *IDO1*, *STAT1*, *STAT5*, *GBP1*, *GBP5*, *IRF7*, *IRF9*, *TRIMM22*, and *WARS*) and TNF- $\alpha$  (*TRAF1*, *TRAF2*, and *TRAF3*) response genes in hIOs after IFN- $\gamma$  and TNF- $\alpha$  treatment. Data are presented as the mean  $\pm$  SD (n = 3). \* $P$  < 0.05, \*\* $P$  < 0.01, and \*\*\* $P$  < 0.001 by two-tailed t test.

## Supplementary Figure 5

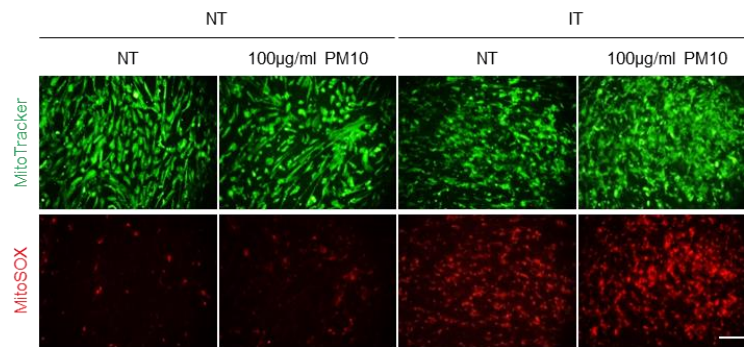

**Supplementary Figure 5** Oxidative stress analysis in 2D normal and inflamed hIECs following PM10 exposure. Representative images of MitoTracker Green (Mitochondrial contents) and MitoSOX (mitochondrial superoxide). Scale bar, 200 µm.

**Supplementary Table 1.** List of the primers used in this study.

| Gene                          | Primer (Forward)                | Primer (Reverse)                |
|-------------------------------|---------------------------------|---------------------------------|
| <i>GAPDH</i>                  | GAA GGT GAA GGT CGG AGT C       | GAA GAT GGT GAT GGG ATT TC      |
| <i>CDX2</i>                   | CTG GAG CTG GAG AAG GAG TTT C   | ATT TTA ACC TGC CTC TCA GAG AGC |
| <i>LGR5</i>                   | TGC TCT TCA CCA ACT GCA TC      | CTC AGG CTC ACC AGA TCC TC      |
| <i>SOX9</i>                   | GGA GAG CGA GGA GGA CAA GTT C   | TTG AAG ATG GCG TTG GGG G       |
| <i>LYZ</i>                    | AAA ACC CCA GGA GCA GTT AAT     | CAA CCC TCT TTG CAC AAG CT      |
| <i>MUC2</i>                   | TGT AGG CAT CGC TCT TCT CA      | GAC ACC ATC TAC CTC ACC CG      |
| <i>CHGA</i>                   | TGA CCT CAA CGA TGC ATT TC      | CTG TCC TGG CTC TTC TGC TC      |
| <i>VIL1</i>                   | AGC CAG ATC ACT GCT GAG GT      | TGG ACA GGT GTT CCT CCT TC      |
| <i>CXCL10</i>                 | TGG CAT TCA AGG AGT ACC TCT C   | CGT GGA CAA AAT TGG CTT GC      |
| <i>IDO1</i>                   | ACA CTT TGC TAA AGG CGC TG      | TGC CTT TCC AGC CAG ACA AA      |
| <i>STAT1</i>                  | ATG GCA GTC TGG CGG CTG AAT T   | CCA AAC CAG GCT GGC ACA ATT G   |
| <i>STAT5</i>                  | GTT CAG TGT TGG CAG CAA TGA GC  | AGC ACA GTA GCC GTG GCA TTG T   |
| <i>GBP1</i>                   | AAA CTT CAG GAA CAG GAG CAA C   | GGT ACA TGC CTT TCG TCG TCT     |
| <i>GBP5</i>                   | CCC AAC TTG AAA CAC TGC CTG     | GCA CCA GGT TCT TTA GAC GAG A   |
| <i>IRF7</i>                   | CCA CGC TAT ACC ATC TAC CTG G   | GCT GCT ATC CAG GGA AGA CAC A   |
| <i>IRF9</i>                   | CCA CCG AAG TTC CAG GTA ACA C   | AGT CTG CTC CAG CAA GTA TCG G   |
| <i>TRIMM22</i>                | ACT ACT GGG TGG ACG TGA TG      | GCC GAA GAC ACC AAA AGC AG      |
| <i>WARS</i>                   | CGA CTG CAT TGG GAA GAT CAG     | ATG GCA CAT GGG ATA AGG CAC     |
| <i>TRAF1</i>                  | CGA TGG CAC TTT CCT GTG GAA G   | TAC AGC CGC AGG CAC AAC TTG T   |
| <i>TRAF2</i>                  | GAG CAG AAG GTC TTG GAG ATG G   | GCA GAC ACA TCT TGT AGC CGT AC  |
| <i>TRAF3</i>                  | ACA AGT GCA GCG TCC AGA CTC T   | GCC TTG ATC TGC TGG TTT GTC C   |
| <i>IL-1<math>\beta</math></i> | GGG CCT CAA GGA AAA GAA TC      | TTC TGC TTG AGA GGT GCT GA      |
| <i>CasP3</i>                  | TGG AAT TGA TGC GTG ATG TT      | GGC AGG CCT GAA TAA TGA AA      |
| <i>BCL-2</i>                  | TTT TAG GAG ACC GAA GTC CG      | AGC CAA CGT GCC ATG TGC TA      |
| <i>BAX</i>                    | CCT GTG CAC CAA GGT GCC GGA ACT | CCA CCC TGG TCT TGG ATC CAG CCC |
| <i>ZO-1</i>                   | CCC GAC CAT TTG AAC GCA AG      | ATG CCC ATG AAC TCA GCA CG      |
| <i>OCLD</i>                   | CAT TGC CAT CTT TGC CTG TG      | AGC CAT AAC CAT AGC CAT AGC     |
| <i>PTGER3</i>                 | CCT TCA AGG TTC TGT GCT CAG C   | CAT CAG CTT AGC TGG ACA CTG C   |
| <i>PLCD4</i>                  | GAA CCT GTC GTT TAC CAC GGA C   | CAG GGA CAA GAT GAC TGG GTA G   |
| <i>PDGFD</i>                  | GCG GCT TCA CTC TCA GGA GAA T   | CTT GTG TCC ACA CCA TCG TCC T   |
| <i>NTRK1</i>                  | CAC TAA CAG CAC ATC TGG AGA CC  | TGA GCA CAA GGA GCA GCG TAG A   |
| <i>CACNA1G</i>                | TTC ACC GCA GTC TTT CTG GCT G   | TGA CGG AGA TGA GCA CCA ACA G   |
| <i>SLC8A2</i>                 | GGA GCA TCT TCG CCT ATG TCT G   | ATC CAG GCG AAT ACC ACG CAC A   |
| <i>SLC15A1</i>                | AAG TCG GTG CTT CAG GCA GGA T   | ACA CAG ACG ACC AGA AGC AAC G   |
| <i>CAP2</i>                   | CCA TCA CTT CCA TTC TGG ACG C   | CAC CAA CAC AGA GGC TTC CAG A   |
| <i>COL14A1</i>                | CAC AAA CCT CCT CAG CGG AAT G   | GGC TTG GAG ATT GGT AAC ACC C   |
| <i>COL13A1</i>                | TGG AGA ACA GGG ACC AGA TGG C   | GAT CTC CTG GAG AGC CTC ATT G   |

**Supplementary Table 2.** List of antibodies used in this study.

| Antibodies    | Company           | Catalog No. | Dilution |
|---------------|-------------------|-------------|----------|
| anti-ZO-1     | Thermo Scientific | 61-7300     | 1:40     |
| anti-Claudin1 | Abcam             | Ab15098     | 1:100    |
| anti-CDX2     | Biogenex          | AM392-5M    | 1:100    |
| anti-VILLIN   | SantaCruz         | SC-7672     | 1:50     |
| anti-LYZ      | Abcam             | Ab76784     | 1:200    |
| anti-MUC2     | SantaCruz         | SC-7314     | 1:50     |
| anti-CHGA     | Thermo            | MA5-14536   | 1:200    |
| anti-KLF5     | Abcam             | ab137676    | 1:100    |
| anti-SOX9     | SantaCruz         | SC-20095    | 1:50     |

How the deposited data were processed for this re-analysis (not part of the article)

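RNA-seq was analysed for 8 libraries of 2D hIECs derived from the H9 line, 2 each of normal hIECs, normal hIECs with PM10, inflamed hIECs and inflamed hIECs with PM10. The authors used RNA with an integrity number above 7.5, prepared poly-A selected libraries without strand information, removed adapters with Cutadapt 3.7, trimmed at a Phred score of 20 with Sickle 1.33, left out reads under 50 bases, aligned to GRCh38 with HISAT2 2.2.1 and estimated expression with StringTie 2.2.0. The values the authors deposited are FPKM, one per gene and library, with no further scaling between libraries. The paper's text does not name the annotation release. Of the 60558 genes, 99.5% had the same Ensembl identifier in GENCODE release 44, which gave the positions and overlaps stated here. Every column of values was used.

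FPKM holds no read counts, so no test on counts was run. The lowest value above 0 of each library gave the worth of a mean depth of 1 (0.164 to 0.228 FPKM), and a gene under that depth is listed at 0. No fold change is given against a group at 0. Values were compared as log2(FPKM + 1). A gene passed 2-fold when its group means differed by at least 1 on this scale. limma 3.58.1 (R 4.3.3), with a trend of the variance on the mean, was fitted to all 8 libraries over the 14206 genes with at least 1 FPKM in at least 2 libraries, and p-values were adjusted by the Benjamini-Hochberg method within each of 5 comparisons, with an adjusted p-value under 0.05 as the threshold. The comparisons were normal hIECs with PM10, inflamed hIECs and inflamed hIECs with PM10 against normal hIECs, inflamed hIECs with PM10 against inflamed hIECs, and the interaction of PM10 and cytokines.

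Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, and with fry and an estimated correlation as alternatives. The lists were cytokine and chemokine genes, ion channel and transporter genes, calcium signaling genes, protein digestion and absorption genes, collagen genes, antigen presentation genes, aryl hydrocarbon receptor targets, oxidative stress response genes, metallothionein genes, mesenchymal, epithelial and neuronal cell markers, proliferation markers and mature enterocyte genes. They were written by hand or by a rule on gene symbols, not copied from KEGG, so they stand in for the paper's pathways and do not equal them. In all, 65 combinations of list and comparison were tested and adjusted together. The mature enterocyte genes were not tested, since only 1 of them reached the FPKM minimum. Principal components and Spearman's correlations used log2(FPKM + 1) of the 21400 genes above 0 in at least one library.

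The genes named are those the paper names for 2D hIECs, up to 5 genes in each direction with the largest change in each comparison among those called by limma with the same direction in every pair of libraries and a mean of at least 1 FPKM, and up to 5 members of each list. CYP1B1-related values beyond this rule, GAPDH and ACTB were chosen after the values were seen. Tested on simulated data for 14206 genes, limma called 194 of 200 changed genes, and 4.9% of its calls were unchanged genes. Of the changes, 100 were of 1.5 on the log2 scale and the others smaller. The spread per gene came from limma and was the same in all groups. The test thus does not cover the larger spread of the normal libraries. Unchanged groups and the shared normal libraries were simulated 100 times, with the same spread per gene in all groups. Alternatives covered the pseudocount, filters on low values, the way of taking the fold change, scaling between libraries, protein-coding genes only, the groups in the fit, the trend, the replicate number as a factor, and each library left out in turn. Results that depend on qPCR, imaging or 3D organoids were not analysed here, and some genes the paper names are not reported here. Tables and plots were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.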

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

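All tests of explanations in this part were chosen after the results were seen.

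The effect of PM10 differed between normal and inflamed hIECs for 937 genes, by limma's test of the interaction of PM10 and cytokines, 300 higher and 637 lower. Of these genes, 649 were also called between inflamed hIECs with and without PM10, 343 between normal hIECs with and without PM10, and 118 in both, 80 of them in opposite directions. The split depends on scaling, since 32.0% of the 937 genes were higher, against 45.7% of the 992 genes called under median centring and 45.9% of the 931 called under quantile normalization. Scaling between libraries does not account for the number of calls, which changed little under either. The spread of the normal libraries was larger than in the other groups. With only the normal and normal PM10 libraries in the fit, limma called 23 genes for PM10 in normal hIECs in place of 1311, but the interaction needs all 4 groups and has no such fit. A biological explanation, that cytokines change the response to PM10, stays open as a hypothesis next to it.

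Among the genes of Figure 4A, the interaction was called by limma for PTGER3 (-1.62), COL13A1 (-0.77) and COL14A1 (-0.71) on the log2 scale, with adjusted p-values of 0.00171, 0.00949 and 0.0376. PTGER3 rose with PM10 in normal hIECs by 0.59 (limma adjusted p = 0.0152) and fell in inflamed hIECs. Its rise was not called when the spread came from the normal and normal PM10 libraries alone (limma adjusted p = 0.103, and 0.0152 to 0.103 across the alternatives). The interaction of COL14A1 was not called under median centring (limma adjusted p = 0.0677) or quantile normalization (limma adjusted p = 0.124), with 0.0045 to 0.124 across the alternatives. PTGER3 and COL14A1 were near or below 2 FPKM in inflamed hIECs with PM10, where the scale compresses differences.

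GAPDH, to which the paper normalizes its qPCR values, had an interaction of 0.32 on the log2 scale (limma adjusted p = 0.0238), with 942 FPKM in normal hIECs, 791 with PM10, 1183 in inflamed hIECs and 1236 in inflamed hIECs with PM10. Under quantile normalization the interaction was 0.14 and not called (limma adjusted p = 0.267), and without the trend in limma it was not called either (limma adjusted p = 0.0593, and 0.0238 to 0.267 across the alternatives). The rise in inflamed hIECs stayed under both scalings tried, and the lower of the 2 values was 0.33. The fall with PM10 in normal hIECs was called under median centring and not under quantile normalization, where it was -0.11, nor with only the 2 groups compared in the fit (limma adjusted p = 0.15, and 0.0118 to 0.204 across the alternatives), so scaling and a change of GAPDH cannot be told apart for this comparison. No biological explanation was tested.

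Of the gene lists, cytokine and chemokine genes (median 0.25, limma's camera adjusted p = 1.11e-07), metallothionein genes (0.33, limma's camera adjusted p = 0.0375) and proliferation markers (0.33, limma's camera adjusted p = 9.76e-07) had a positive interaction. Of their members, 11 of 37, 2 of 4 and 3 of 14 were called higher. Proliferation markers fell with PM10 more in normal hIECs (median -0.46, 11 of 14 called lower) than in inflamed hIECs (median -0.19, 2 called lower). None of these list calls held with an estimated correlation between genes. No explanation was tested for these lists.

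CYP1B1, which the paper does not discuss, rose with PM10 by 3.14 on the log2 scale in normal hIECs, from 6.43 ± 0.68 to 64.3 ± 2.1 FPKM (SD, n = 2), and by 2.76 in inflamed hIECs, from 36.7 ± 1.3 to 254.2 ± 0.11 FPKM (limma adjusted p = 3.82e-06 and 9.78e-06). The interaction was -0.38 (limma adjusted p = 0.0648), and with a pseudocount of 0.1 it was called (limma adjusted p = 0.0362, and 0.0362 to 0.0969 across the alternatives). Scaling between libraries does not account for the rise in normal hIECs, which was 3.08 under median centring. Reads of the overlapping antisense gene CYP1B1-AS1 do not either, since its mean was 5.97 FPKM in inflamed hIECs with PM10. A candidate explanation is aryl hydrocarbon receptor activity. The other tested targets of the receptor, NQO1 and TIPARP, were both higher with PM10 in normal hIECs (2 of 2 called by limma), although neither was called when only the normal and normal PM10 libraries set the spread (limma adjusted p = 0.107 and 0.156, with ranges of 0.00484 to 0.107 and 0.0214 to 0.156 across the alternatives). CYP1A1 was at or under 0.474 FPKM in every group mean. This remains a hypothesis, found and tested on the same libraries.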

How the results depend on the processing

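Except for the alternatives named here as added, all were set before the data were examined. No cause was tested for a change unless one is given.

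With a pseudocount of 0.1, 1780 genes passed 2-fold with PM10 in normal hIECs, 4833 in inflamed hIECs and 6086 in inflamed hIECs with PM10, 3154 in both inflamed comparisons only and 1862 in inflamed hIECs with PM10 only. A value just above 0 then differs from 0 by over 2-fold by construction. With 2-fold required in every pair of libraries, 34 genes passed with PM10 in normal hIECs. The other alternatives set beforehand left these counts within 1.5 times, apart from leaving out libraries. Across the 8 fits that each left out one library, the counts were 89 to 159, 1346 to 1458, 1950 to 2174, 1139 to 1215 and 747 to 858, in the same order, and 159 came without the first normal library.

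Added after seeing the data were cut-offs of 1.5 and 2 on the log2 scale, the cut-off of 1.5 with protein-coding genes only, and a limma adjusted p-value under 0.05 beside 2-fold. With a cut-off of 1.5 the counts were 30, 553, 792, 494 and 277. With protein-coding genes only they were 20, 475, 677, 435 and 231, and with a cut-off of 2 they were 10, 274, 384, 257 and 120. With the adjusted p-value, taken for this alternative from limma fitted to all 21400 genes above 0, 45 genes passed with PM10 in normal hIECs.

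limma's count for PM10 in normal hIECs fell from 1311 to 23 when only the normal and normal PM10 libraries were in the fit. The other limma counts stayed within 1.5 times, except that 4931 genes (inflamed hIECs) and 5609 genes (inflamed hIECs with PM10) were called against normal hIECs over the 8056 genes with a mean of at least 5 FPKM, a filter that leaves fewer genes to test.

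The replicate numbers were checked for pairing. Deviations of libraries with the same number had correlations from -0.0015 to 0.079 between groups, so the numbers do not pair the libraries. With the number as a replicate block, limma called 1051, 7957, 9389, 1966 and 762 genes in the 5 comparisons, against 1311, 7988, 9413, 2165 and 937, and 393 against 408 of the genes past 2-fold in inflamed hIECs with PM10 only. Among the named genes reported here, the fit with the replicate block did not call the interaction of COL14A1 (limma adjusted p = 0.0555) and HNRNPUL2-BSCL2 with PM10 in normal hIECs (limma adjusted p = 0.0596).

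The first principal component share was 59.4% with a pseudocount of 0.1, 84.2% over genes with a mean of at least 1 FPKM, 83.4% over protein-coding genes and 90.3% over genes past 2-fold, and 77.8% to 80.0% with one library left out, an alternative added after seeing the data. Over genes with a mean of at least 1 FPKM, the lowest Spearman correlation within a group was 0.988, the highest across inflammation 0.901 and the highest between inflamed hIECs with and without PM10 0.980. Over genes past 2-fold these were 0.974, 0.647 and 0.956. Over protein-coding genes the lowest within a group was 0.992 and the highest between the 2 inflamed groups 0.987.

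With an estimated correlation between genes, the cytokine and chemokine list (median 2.18, limma's camera adjusted p = 0.0965) and the protein digestion and absorption list (median -0.19, limma's camera adjusted p = 0.177) were no longer called. With fry, the ion channel and transporter list (median -0.071, limma's fry adjusted p = 0.00186) and the interaction of the protein digestion and absorption list (median -0.097, limma's fry adjusted p = 0.00714) were called. Leaving out one library gave medians of 2.12 to 2.24 for cytokines and chemokines, -0.133 to -0.050 for ion channels and transporters, 0.027 to 0.071 for calcium signaling with PM10 in inflamed hIECs and -0.215 to -0.164 for protein digestion and absorption. For ion channels and transporters -0.133 came without the second normal library and -0.111 without the second inflamed library. For calcium signaling 0.071 came without the second library of inflamed hIECs with PM10, 0.028 without the first, and 0.027 without the second inflamed library. For the interactions they were -0.086 to 0.021 for calcium signaling and -0.124 to -0.082 for protein digestion and absorption. The calcium signaling interaction (-0.023) was 0.031 under quantile normalization and 0.021 without the second normal library, and it was -0.086 without the first.

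Calcium signaling genes among those that fell with PM10 in inflamed hIECs only were 3 against 3.90 expected. With the added cut-offs of 1.5 and 2 they were 6 and 4, above what chance gives (one-sided Fisher's exact test, p = 0.00261 and 0.00282), and with protein-coding genes only 6 (p = 0.00148, the same exact test). Protein digestion and absorption genes were 4 with a pseudocount of 0.1, where 4.34 were expected (one-sided Fisher's exact test, p = 0.639). They were 4 with the cut-off of 1.5 (exact p = 0.00531) and 4 with protein-coding genes in addition (exact p = 0.00357). For these 2 lists, calcium signaling first, the numbers with one library left out follow. They were 2 to 6 and 2 to 4. The 6 came without the second library of inflamed hIECs with PM10.

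PLCD4 was 0.000365 without the first library of inflamed hIECs with PM10, where the main value was -0.097. Under quantile normalization and median centring, the interaction of CACNA1G reversed to 0.086 and 0.012, SLC8A2 with PM10 in normal hIECs to -0.041 and -0.025, and the interaction of ACTB to 0.11 and 0.022. Under median centring alone, ACTB reversed to -0.029 with PM10 in normal hIECs and to -0.0069 in inflamed hIECs. None of these was called in either setting. Among the named genes reported here, the fit of the compared groups only left 116 results the same, with 17 weaker and 1 stronger. Quantile normalization gave 5 weaker and 1 stronger, median centring and a pseudocount of 0.1 each 3 weaker and 1 stronger, and limma without the trend 3 weaker. With one library left out, which has no test, 446 values were the same and 170 moved. A depth of 4.38 to 6.11 at 1 FPKM limits what can be said of genes near 0.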

Differences from the paper's values

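The paper reports 461 genes for both inflamed comparisons, 206 higher and 255 lower, where the values here were 1165, 505 and 660. None of the alternatives set before the data were examined came within 1.5 times of these. With a cut-off of 1.5 on the log2 scale, chosen after seeing the values, the numbers were 494, 254 and 240, and with protein-coding genes only in addition, also chosen after seeing the values, 435, 236 and 199. A cut-off of 2, chosen after seeing the values as well, gave 156 higher genes within 1.5 times of the paper's 206, while its total of 257 and its 101 lower genes were not.

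For inflamed hIECs with PM10 only, the paper reports 247 genes, 47 higher and 200 lower, where the values here were 773, 262 and 511. None of the alternatives set before the data were examined closed the gap. With the cut-off of 1.5, chosen after seeing the values, the total was 277 with 181 lower, and with protein-coding genes only in addition it was 231 with 143 lower, but 96 and 88 genes were higher. With the cut-off of 2, chosen after seeing the values, 43 genes were higher, within 1.5 times of the paper's 47, and 120 passed in total with 77 lower.

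The Venn diagram shows about 2 genes shared by normal hIECs with PM10 and inflamed hIECs only (Fig. 3C, read by eye), where 12 were found here. None of the alternatives set before the data were examined came within 1.5 times, and with an adjusted p-value under 0.05 from limma over all 21400 genes beside 2-fold, chosen after seeing the values, there were 3. It shows about 10 genes for all comparisons (Fig. 3C, read by eye), where 46 were found. None of the alternatives set before the data were examined closed this gap, and the cut-off of 1.5 with protein-coding genes only, chosen after seeing the values, gave 7. It shows about 4 genes for both groups with PM10 (Fig. 3C, read by eye), where 11 were found. With 2-fold in every pair of libraries there were 5, and no other alternative set before the data were examined came within 1.5 times. The alternatives chosen after seeing the values gave 5 with a cut-off of 1.5, 4 with protein-coding genes in addition, 5 with the adjusted p-value and 4 with a cut-off of 2.

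The paper states that calcium signaling genes were mostly lower among the genes specific to inflamed hIECs with PM10. Here 3 of the 511 genes that fell were calcium signaling genes, where 3.90 were expected, and the list was not called between inflamed hIECs with and without PM10 (median 0.046). With cut-offs of 1.5 and 2 on the log2 scale, chosen after seeing the values, 6 and 4 such genes were more than chance gives (one-sided Fisher's exact test, p = 0.00261 and 0.00282), and with protein-coding genes and the cut-off of 1.5 the 6 had an exact p of 0.00148. Protein digestion and absorption genes were lower as a list in the direct comparison, but not with an estimated correlation between genes (limma's camera adjusted p = 0.177). Collagen genes made up 35 of the 54 genes tested in this list and 14 of the 19 called lower. Among the genes that fell, members of the list were more frequent than chance only with the cut-off of 1.5, with or without the restriction to protein-coding genes. These settings were again chosen after seeing the values (one-sided Fisher's exact test, p = 0.00531 and 0.00357). The paper measured the genes of Figure 4A to follow pathways of its genes specific to inflamed hIECs with PM10. By the 2-fold rule here, 6 of the 8 reported here passed in both inflamed comparisons, and by the cut-offs of 1.5 and 2, chosen after seeing the values, 3 passed with PM10 only.

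The paper states a fall of ion transport in inflamed hIECs. The list of ion channel and transporter genes had a median of -0.071 and was not called by limma's camera (adjusted p = 0.465), but was called by fry (limma's fry adjusted p = 0.00186), which was set before the data were examined. The paper states that SLC15A1, PLCD4, CACNA1G and SLC8A2 fell with PM10 in inflamed hIECs by qPCR. In the RNA-seq libraries SLC15A1 was listed at 0 throughout, and PLCD4 (-0.097), CACNA1G (-0.21) and SLC8A2 (-0.14) were not called. The paper states higher IL1B and lower BCL2, CDX2, LGR5, VIL1, LYZ and MUC2 with PM10 in inflamed hIECs by qPCR. In the RNA-seq libraries IL1B, CDX2, VIL1, LYZ and MUC2 were listed at 0 in all 8 libraries, LGR5 was higher (0.49, limma adjusted p = 0.0172), and BCL2 was not called (-0.25, limma adjusted p = 0.238) except with only the 2 inflamed groups in the fit (limma adjusted p = 0.0497, and 0.0497 to 0.356 across the alternatives). The paper also reports lower tight junction genes with PM10 in inflamed hIECs, where TJP1 was not called (-0.036, limma adjusted p = 0.735) and OCLN was listed at 0 in both inflamed groups. It reports higher IL1B and lower LGR5 and tight junction genes in inflamed than in normal hIECs, where IL1B was listed at 0, LGR5 was higher (0.97, limma adjusted p = 0.00013), TJP1 was not called (0.096, limma adjusted p = 0.239) and OCLN had a mean of 0.222 FPKM in normal hIECs. It observed no oxidative stress with PM10 in normal hIECs by another assay, where the list of oxidative stress response genes was higher (median 0.22, limma's camera adjusted p = 0.014). The list was not called with an estimated correlation between genes (limma's camera adjusted p = 0.177). None of its 5 called genes was called with only the normal and normal PM10 libraries in the fit (limma adjusted p = 0.107 to 0.156). That assay stained mitochondrial superoxide, which RNA values do not measure.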

Other observations

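All tests of explanations in this part were chosen after the results were seen.

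Genes of intestinal and epithelial identity were at or near 0. CDX2, VIL1, LYZ, CHGA and MUC2 were listed at 0 in all 8 libraries, as were 11 of 14 mature enterocyte genes. Of 11 epithelial cell markers, 8 were below 1 FPKM in normal hIECs, among them CDH1 at 0 and EPCAM at 0.618. KRT8 at 378 and KRT18 at 265.7 FPKM, which overlap each other, were exceptions. LGR5 was at 2.32 FPKM and SOX9 at 14.2 in normal hIECs. All 14 mesenchymal cell markers were between 31.1 and 1043 FPKM in normal hIECs, with a median of 601.9, the highest being SPARC, COL3A1 and FN1. Of these 14 markers, 3 are also in the collagen list. The limit of detection does not account for the missing markers, since the level that can hide behind a 0 was at most 0.228 FPKM. A shift of gene names against values does not either, since 13 of the 14 genes that the paper names for the response to IFNγ and TNFα were called higher in inflamed hIECs. Loss on treatment is excluded for the 8 markers below 1 FPKM in normal hIECs, which had no treatment. What stays open is that mesenchymal-like cells gave most of the RNA, since the lowest group mean of any mesenchymal marker was 15.1 FPKM. In the paper, H9 cells were kept on mouse embryonic fibroblasts, and reads from mouse cells were not analysed here. The files hold no value that separates these cases.

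The mesenchymal list was lower with PM10 in inflamed hIECs (median -0.20, 6 lower and 1 higher called of 14, limma's camera adjusted p = 0.0189) and with PM10 in normal hIECs (median -0.12, limma's camera adjusted p = 0.0025). With PM10 in normal hIECs the collagen list (median -0.1, limma's camera adjusted p = 8.53e-05) and the protein digestion and absorption list (median -0.079, limma's camera adjusted p = 0.00127) were lower too. Of 3 epithelial markers tested, 2 were called lower in inflamed hIECs (list median -0.82, limma's camera adjusted p = 0.0697). Neuronal cell markers fell in inflamed hIECs (median -0.62, 7 of 10 called lower, limma's camera adjusted p = 0.0154), with NEFM at 123.7 FPKM and STMN2 at 118.1 in normal hIECs. Proliferation markers rose in inflamed hIECs (median 0.80, 13 of 14 called higher, limma's camera adjusted p = 1.94e-06).

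With PM10 in normal hIECs, aryl hydrocarbon receptor targets rose (median 0.60 over 3 genes, limma's camera adjusted p = 0.000164), as they did in inflamed hIECs (median 1.09, limma's camera adjusted p = 0.000624). Oxidative stress response genes rose in normal hIECs with PM10 (median 0.22, 5 of 11 called higher, limma's camera adjusted p = 0.014), with HMOX1, NQO1, OSGIN1, TXNRD1 and SRXN1 called. None of these 5 genes was called with only the normal and normal PM10 libraries in the fit (limma adjusted p = 0.107 to 0.156). SRXN1 was not called under quantile normalization (limma adjusted p = 0.0759) or median centring (limma adjusted p = 0.0612) either. Metallothionein genes did not rise with PM10 in normal hIECs (median -0.30, limma's camera adjusted p = 0.0757). Of the 1311 genes called with PM10 in normal hIECs and the 2165 called with PM10 in inflamed hIECs, 433 were called in both, 353 in the same direction. The log2 fold changes of these comparisons, which share no libraries, had a Pearson correlation of 0.244 across genes.

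The calls with PM10 in normal hIECs rest on the spread assumed for the normal libraries. When only the normal and normal PM10 libraries were in the fit, 23 genes were called in place of 1311, while the same restriction left 2108 of 2165 between inflamed hIECs with and without PM10. A candidate explanation is that the spread common to all groups understates that of the normal libraries. Relative to what sampling of fragments alone would give, taken from FPKM with 200 bases assumed per fragment, the median squared deviation between replicates was 2.72 in normal hIECs, 1.445 with PM10, 1.137 in inflamed hIECs and 1.04 in inflamed hIECs with PM10, over 701 to 766 genes.

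More genes passed 2-fold in inflamed hIECs with PM10 only (773) than in inflamed hIECs only (132). Simulated unchanged groups gave a mean of 7.77 genes with PM10 only and 7.01 in inflamed hIECs only. Both groups are drawn alike against the same normal libraries there, so that simulation cannot decide on a difference between them. Genes crossing the 2-fold line with no effect of PM10 do not account for all 773 genes. Groups simulated with equal means for inflamed hIECs with and without PM10 gave a mean of 155.6 (129 to 185 in 100 simulations), although 41 genes passed 2-fold between the 2 inflamed groups. A biological effect of PM10 on genes that the cytokines already moved is a hypothesis.

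Of the 89 genes past 2-fold with PM10 in normal hIECs, 58 share exons with other genes, more than among all genes above 0 (one-sided Fisher's exact test, p = 0.00219). Reads of overlapping genes assigned differently between libraries may account for some of these 2-fold changes, since the libraries carry no strand information. Genes past 2-fold in inflamed hIECs had a share of 49.7%, close to the 49.6% of all genes.

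Among the response genes the paper names for inflamed hIECs, IDO1 rose from 0.092 to 127 FPKM and GBP5 from being listed at 0 to 128. Of the 2 genes read as the paper's STAT5, STAT5A was higher (0.98, limma adjusted p = 0.00497) and STAT5B was not called (-0.13, limma adjusted p = 0.255). BAX was higher in inflamed hIECs (0.85, limma adjusted p = 4.15e-05) and TJP1 was not called (0.096). ACTB rose in inflamed hIECs by 0.46 (limma adjusted p = 0.0001).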
